# Impact of breed and sex on porcine endocrine transcriptome: a bayesian biometrical analysis

**DOI:** 10.1186/1471-2164-10-89

**Published:** 2009-02-24

**Authors:** Miguel Pérez-Enciso, André LJ Ferraz, Ana Ojeda, Manel López-Béjar

## Abstract

**Background:**

Transcriptome variability is due to genetic and environmental causes, much like any other complex phenotype. Ascertaining the transcriptome differences between individuals is an important step to understand how selection and genetic drift may affect gene expression. To that end, extant divergent livestock breeds offer an ideal genetic material.

**Results:**

We have analyzed with microarrays five tissues from the endocrine axis (hypothalamus, adenohypophysis, thyroid gland, gonads and fat tissue) of 16 pigs from both sexes pertaining to four extreme breeds (Duroc, Large White, Iberian and a cross with SinoEuropean hybrid line). Using a Bayesian linear model approach, we observed that the largest breed variability corresponded to the male gonads, and was larger than at the remaining tissues, including ovaries. Measurement of sex hormones in peripheral blood at slaughter did not detect any breed-related differences. Not unexpectedly, the gonads were the tissue with the largest number of sex biased genes. There was a strong correlation between sex and breed bias expression, although the most breed biased genes were not the most sex biased genes. A combined analysis of connectivity and differential expression suggested three biological processes as being primarily different between breeds: spermatogenesis, muscle differentiation and several metabolic processes.

**Conclusion:**

These results suggest that differences across breeds in gene expression of the male gonads are larger than in other endocrine tissues in the pig. Nevertheless, the strong presence of breed biased genes in the male gonads cannot be explained solely by changes in spermatogenesis nor by differences in the reproductive tract development.

## Background

It is well known that variability at the transcriptome is in part due to genetic causes, much like any other complex phenotype, e.g., [1]. Thus, the large phenotypic differences that we observe between extant breeds of domestic species or between different ecotypes in wild species must be correlated also to differences at the transcriptome level. The extent of these differences and their nature is, however, not fully known. Considering, moreover, that the transcriptome programme differs widely between tissues and across development stages of the same organism while simultaneously many expression levels are highly inter correlated adds an additional layer of complexity to the problem.

Although the differences between tissues and across development stage transcriptomes is a well known fact [2-4], the variability across tissues or development stages is less studied than within a single tissue due to increased costs of longitudinal or across-tissue studies. Certainly, choosing the tissue and the timing to be studied is a critical aspect of any experimental design in transcriptomics. Yet, this choice is not necessarily obvious. An example is growth and leanness in livestock. These two traits are the most important selection objectives in the majority of breeding programmes. But they are very complex phenotypes that depend on a large number of tissues. As for growth, the most valuable tissue in economic terms is muscle. Although muscle would be a logical tissue to be studied, muscle development does depend on signals external to the muscle itself like endocrine and paracrine factors that also change along development. Similarly, differences in the amount of fat tissue are more likely to be caused by genetic signals that originate in the hypothalamus or in endocrine tissues rather than in the fat tissue itself.

In order to study the impact of breed differentiation on the pig's transcriptome, we have analyzed the breed and sex differences across different tissues. Among tissues that are of interest, those involved in the different endocrine axes stand out as a promising choice, considering their fundamental biological role and that their transcriptomes have not been widely analyzed. Here we report a detailed microarray analysis of five tissues that make up two main endocrine axes, the HPTA (hypothalamic-pituitary-gonadal) and HPT (hypothalamic-pituitary-thyroid) axes, plus fat tissue, in four highly divergent porcine breeds. Both HPTA and HPT axes are highly influential endocrine axes and, we conjectured, must be responsible for at least some of the large phenotypic differences between breeds caused by artificial selection in livestock, e.g., in fat content.

## Results

### General overview

The tissues sampled were hypothalamus (HYPO), adenohypophysis (AHYP), thyroid gland (THYG), gonads (GONA) from both sexes, males (GONAM) and females (GONAF), and back fat tissue (FATB). Some of their primary endocrine roles are in Additional file 1. The four breeds were Large White (LW), Duroc (DU), Youli (YL) and Iberian (IB). The Large White is a very lean and high growth breed, it is used as sire (male) line. Although there are many different Duroc lines differing in their lean content and growth performance, the Duroc line employed here was a maternal line with good reproductive performance and high intramuscular fat content. Youli, also a maternal line, results from crossing Landrace breed with a hybrid line made up of Chinese and European breeds, and it is a highly prolific line. Finally, the Iberian breed is a traditional 'unimproved' breed of slow growth, high fat deposition and low prolificacy but high intramuscular fat content and renowned meat quality.

A total of 16 animals × 5 tissues = 80 samples were analyzed with Affymetrix microarrays. 

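The arrays measured mRNA of hypothalamus, adenohypophysis, thyroid gland, gonads and backfat in 16 pigs, 4 of each breed, with 1 array for each pig and tissue. Large White, Duroc and Iberian pigs each comprised 2 males and 2 females, and Youli pigs 3 males and 1 female, so that 9 of the gonads were testes and 7 were ovaries. The authors normalized all arrays together with GCRMA, and the deposited values are on the log2 scale. Of 24123 probesets of the Porcine GeneChip, 124 controls were left out and 23999 were used. A single gene symbol was given by the annotation of the array to 10069 of these, and no symbol to 13732. The median over probesets lay between log2 4.67 and 4.77 in the 16 backfat arrays, between 4.91 and 5.04 in the 7 ovaries and between 4.74 and 4.95 in the other arrays. With 16 arrays per tissue, the number of arrays limits the precision of every comparison. For 11 of the 16 thyroid arrays the title and the breed and sex fields of the label were in conflict, and the title was used. With the titles, EIF1AY, the Y-linked copy of a translation initiation factor, was at log2 9.67 to 10.16 in the thyroid of males and at 2.68 to 3.03 in that of females, whereas with the fields 8 of the 16 arrays lay on the side of the other sex. The model of the paper was fitted by restricted maximum likelihood in place of Gibbs sampling, and the standard error (SE) of a variance ratio came from leaving out each animal in turn. Sex and breed z-scores are predicted effects divided by their posterior standard deviations. Each probeset was also tested with limma, with breed or sex as the covariate and Benjamini-Hochberg adjustment over all 23999 probesets, and lists of genes were tested with camera.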

After normalization, the resulting data were analyzed with a Bayesian linear procedure, as described in the methods section. The analysis employed allowed us to estimate the fraction of each source of variability via the variance ratios (h^2^), i.e., the variance of the effect divided by the total variance. We and others [3,5,6] have shown that mixed model methods are a powerful yet parsimonious approach for analyzing microarray data. The Bayesian approach allows us to get easily standard error estimates of all parameters in the model, including variance components and their ratios. Table 1 consistently indicates that probeset is the single most important source of variability in all cases, i.e., each gene has its own distinct expression pattern, although certainly correlated with other genes. Aside from this, the next most relevant effect is the tissue, which accounts for $h_{PT}^{2}$ ~ 10% of total variability. 

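FEZ1, which acts in axon growth, was at log2 9.28 ± 0.32 (SD, n = 16) in the hypothalamus and between 2.00 and 2.04 in the other tissues. IYD, the deiodinase that recovers iodide in the thyroid, was at 11.86 ± 0.47 (SD, n = 16) in the thyroid gland and at most at 2.49 elsewhere. LHX3, a homeobox factor of pituitary development, was at 6.72 ± 0.26 (SD, n = 16) in the adenohypophysis and at most at 1.76 elsewhere. The synaptic vesicle protein SYT1 was shared by hypothalamus, at 10.87 ± 0.34, and adenohypophysis, at 7.32 ± 0.45 (SD, n = 16 each), as was the neurofilament NEFL, at 12.26 and 9.06. The myelin gene MOBP was at 13.10 ± 0.53 (SD, n = 16) in the hypothalamus and at most at 2.79 elsewhere. These genes were among the 10 with the largest moderated F between tissues, with adjusted p from 8.2e-92 for FEZ1 to 6.0e-75 for MOBP. By the limma test, 22558 of 23999 probesets and 6553 named genes differed between tissues at an adjusted p under 0.05. The probeset × tissue variance ratio was 0.109 (SE 0.0020) over all 80 arrays, that is 10.87% of the total variance, beside 85.88% for probeset and 2.65% for the residual.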

Neither sex nor breed exerted an overall influence on the transcriptome. These figures are concordant with a previous analysis where we studied a larger number of tissues, 16 [3]. Thus, it seems that results from Table 1 can be extrapolated to other situations, at least in the porcine species.

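When the 5 tissues of each animal were averaged, the sexes differed in genes such as EIF1AY and CBR1, and the breeds in genes such as KIT. EIF1AY was at log2 9.66 ± 0.08 in the 9 males and 2.87 ± 0.06 in the 7 females (SD), a difference of 6.79 (SE 0.03, adjusted p = 2.2e-19 from limma). CBR1, a carbonyl reductase, was higher in males by 2.21 (SE 0.22, adjusted p = 1.1e-04 from limma), and the epithelial cadherin CDH1 was lower by a difference of -1.52 (SE 0.18, adjusted p = 5.9e-04 from limma). The receptor tyrosine kinase KIT, which acts in the pigment, germ and mast cell lineages, was at 7.11 in Large White and 6.74 in Youli, and at 5.12 in Duroc and 5.04 in Iberian pigs, with SD from 0.16 to 0.35 (n = 4 each, adjusted p = 1.0e-04 from limma). CCDC25, a receptor for neutrophil DNA, was at 9.13 ± 0.21 in Iberian pigs and between 7.11 and 7.62 in the other breeds (SD, n = 4 each, adjusted p = 0.0057 from limma). The matrix proteoglycan BGN was highest in Duroc pigs, at 7.97 ± 0.25, and lay between 6.79 and 7.44 in the others (SD, n = 4 each, adjusted p = 0.0156 from limma). At an adjusted p under 0.05, 1315 probesets differed by sex, 613 higher in males and 702 in females, and 312 differed by breed. Over all 80 arrays the probeset × sex variance ratio was 0.00352 (SE 3.1e-04) and the probeset × breed ratio was 0.00245 (SE 7.9e-04). A limma fit of the 80 arrays with the animal as a random replicate block gave 320 by sex and 3148 by breed. Its consensus correlation was 0.0504, so that it took the 5 tissues of an animal as nearly independent. Breed differs between animals only, so that the 3148 rests on more replicates than there were animals. Leaving out the Youli female YLF21 gave 869 probesets by sex, and leaving out 1 animal gave from 147 (without the Iberian male IBM23) to 584 (without the Iberian male IBM24) by breed.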

**Table 1:** Means (SD) of the variance ratios' posterior distributions.

**Dataseti**	$h_{P}^{2}$	$h_{PT}^{2}$	$h_{PB}^{2}$	$h_{PS}^{2}$
All	0.84 (0.08)	0.12 (0.08)	3 × 10^-3 ^(10^-4^)	4 × 10^-3 ^(10^-4^)

Males	0.86 (0.01)	0.12 (0.01)	3 × 10^-3 ^(10^-4^)	-

Females	0.86 (10^-3^)	0.11 (10^-3^)	3 × 10^-3 ^(10^-5^)	-

Large White	0.86 (10^-3^)	0.11 (10^-3^)	-	4 × 10^-3 ^(10^-4^)

Duroc	0.86 (10^-3^)	0.11 (10^-3^)	-	4 × 10^-3 ^(10^-4^)

Youli	0.86 (10^-3^)	0.11 (10^-3^)	-	4 × 10^-3 ^(10^-4^)

Iberian	0.87 (10^-3^)	0.10 (10^-3^)	-	3 × 10^-3 ^(10^-4^)

HYPO	0.98 (10^-4^)	-	3 × 10^-3 ^(10^-5^)	3 × 10^-4 ^(10^-5^)

AHYP	0.98 (10^-4^)	-	3 × 10^-3 ^(10^-5^)	3 × 10^-3 ^(10^-5^)

THYG	0.98 (10^-4^)	-	4 × 10^-3 ^(10^-5^)	10^-3 ^(10^-5^)

GONA	0.91 (10^-3^)	-	4 × 10^-3 ^(10^-5^)	0.05 (10^-3^)

GONAM	0.97 (10^-4^)	-	0.01 (10^-4^)	-

GONAF	0.95 (10^-3^)	-	7 × 10^-4 ^(10^-4^)	-

FATB	0.97 (10^-4^)	-	5 × 10^-3 ^(10^-4^)	6 × 10^-4 ^(10^-5^)

$h_{P}^{2}$: Probeset heritability; $h_{PT}^{2}$: Probeset × Tissue heritability; $h_{PB}^{2}$: Probeset × Breed heritability; $h_{PS}^{2}$: Probeset × Sex heritability.

HYPO: Hypothalamus; AHYP: adenohypophysis; THYG: thyroid gland; GONA: gonads both sexes; GONAM: male gonads; GONAF: female gonads; FATB: backfat.

When microarrays were analyzed separately by sex or breed, neither the influence of tissue nor of sex varied. That is, the ratio of *Probeset × Tissue *variance ($h_{PT}^{2}$) was constant across sexes and breeds, as was the ratio of *Probeset × Sex *variance ($h_{PS}^{2}$) across breeds (Table 1). 

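Tissue took a like share of the variance in both sexes and in each breed. The probeset × tissue ratio was 0.115 (SE 0.0027) in the 9 males and 0.112 (SE 0.0039) in the 7 females. By breed it ran from 0.101 (SE 0.0057) in Iberian to 0.114 (SE 7.3e-04) in Duroc pigs, with 0.109 (SE 0.0016) in Large White and 0.113 (SE 0.0073) in Youli pigs (n = 4 each). The probeset × sex ratio was 0.00393 (SE 9.0e-04) in Large White, 0.00408 (SE 4.9e-04) in Duroc, 0.00378 (SE 5.7e-04) in Youli and 0.00282 (SE 0.0015) in Iberian pigs. The difference between the highest and the lowest breed in this ratio was smaller than the SE of the Iberian value. Leaving out the Iberian female IBF22 raised the Iberian ratio to 0.00500, and leaving out IBF25 raised it to 0.00451.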

When each tissue was analyzed separately, however, the picture changed. 

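CYP17A1, the enzyme that makes androgen precursors, was at log2 12.23 ± 0.84 in the 9 testes and 3.43 ± 2.02 in the 7 ovaries (SD), a difference of 8.99 (SE 0.66, adjusted p = 1.4e-06 from limma). CBR1 was at 13.93 ± 0.39 in testes and 2.34 ± 0.05 in ovaries (SD), a difference of 11.58 (SE 0.14, adjusted p = 6.4e-14 from limma). Its ovary mean lay near the background, so that this difference is a lower bound. The sulfotransferase SULT2A1, with a difference of 10.08 (SE 0.23), and FATE1, a protein of fetal and adult testis, with 8.60 (SE 0.11), were also higher in testes. DPPA5, a protein of pluripotent and germ cells, was at 1.97 ± 0.05 in testes and 10.17 ± 3.78 in ovaries (SD), a difference of -8.14 (SE 1.26, adjusted p = 4.4e-04 from limma). Its testis mean lay near the background, so that the size of this difference is a lower bound too. The follistatin gene FST, with a difference of -7.48 (SE 1.12), and the estrogen-making enzyme HSD17B1, with -7.15 (SE 1.01), were also higher in ovaries. The large spread of these genes among ovaries came from the Iberian ovary IBF25, with DPPA5 at 1.97 and FST at 2.22, where the other 6 ovaries were at 9.39 or more. Without that animal the differences were -9.46 for DPPA5, -8.68 for FST and -8.23 for HSD17B1. The probeset × sex variance ratio was 0.0527 (SE 0.0045) in the gonads, 0.00284 (SE 7.0e-04) in the adenohypophysis, 0.00133 (SE 7.3e-04) in the thyroid gland, 5.9e-04 (SE 0.0011) in backfat and 3.0e-04 (SE 6.2e-04) in the hypothalamus. In the latter pair the ratio was below its SE and depended on single animals: in backfat it was 0.00116 without the Youli male YLM19 and 1.9e-04 without the Iberian female IBF22, and in the hypothalamus 6.5e-04 without the Large White female LWF06 and 9.4e-05 without the Iberian male IBM24.

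**Figure D1:**
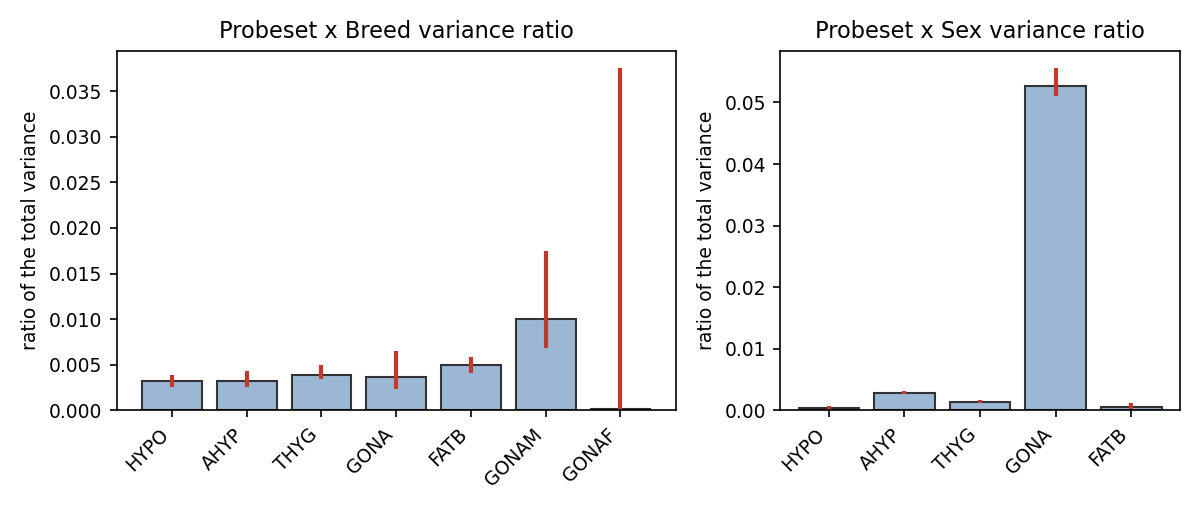
Variance ratios (fraction of the total variance, no unit) by tissue: probeset × breed on the left, with testes and ovaries also apart, and probeset × sex on the right. Bars are the ratios, red lines span the values when 1 animal is left out, and the bar of the gonads stands above all others on the right.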

First, the *Probeset × Sex *variance ratio was maximum for the gonad tissue: $h_{PS}^{2}$ = 0.05 vs. $h_{PS}^{2}$ ≤ 10^-3 ^in the rest of tissues. As this ratio measures the relevance of sex in the probeset variability, this result is not completely unexpected, and agrees with previous evidence indicating the largest number of sex differentially expressed genes occurs in the reproductive organs [7]. It is far more interesting, though, the observation that the *Probeset × Breed *variance ratio was larger in male ($h_{PB}^{2}$ = 0.01) than in female gonads ($h_{PB}^{2}$ = 0.0007). That is, the breed effect was over ten times larger in the testicle than in the ovarian transcriptome. 

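SPA17, a sperm surface protein, had a mean of log2 8.65 in Youli and 7.75 in Large White testes and of 3.69 in Duroc and in Iberian testes (n = 2 or 3 each, adjusted p = 0.398 from limma). PRM1, a protamine that packs sperm DNA, was at 8.82 ± 5.48 in Youli, 5.84 ± 4.82 in Large White, 2.36 in Duroc and 2.38 in Iberian testes (SD, adjusted p = 0.656 from limma). PTHLH, a parathyroid hormone-like factor, and STMN2, a neuronal regulator of microtubules, were among the named genes with the strongest breed by sex interaction in the gonads (adjusted p = 4.4e-05 from limma for both), at low means of log2 2.60 and 2.76. The probeset × breed variance ratio was 0.0100 (SE 0.0090) over the 9 testes and 1.3e-04 (SE 0.031) over the 7 ovaries. Of the 1260 ways to divide the 9 testes into breeds of these sizes, 102 gave a ratio at least as large (exact permutation test, one-sided p = 0.0810), and of 105 ways for the ovaries, 54 did (p = 0.514). Whether the 2 ratios differ from each other was not tested. Leaving out 1 animal gave 0.00684 (without YLM20) to 0.0175 (without YLM18) in testes, and in ovaries 1.8e-12 (without LWF05), 0.0142 (without IBF25) and 0.0376 (without IBF22), so that 1 ovary moved that ratio above the one of the testes. By the limma test of the interaction 49 probesets passed an adjusted p of 0.05 (2184 at an unadjusted p under 0.05), and with dim probesets left out 0 did (1318 unadjusted). Without IBF22 there were 1665, without IBF25 405, without DUF13 167 and without DUF14 112, and without LWM02, YLM19 or YLM20 from 28 to 31.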

Among the tissues studied, the largest transcriptome divergence between breeds corresponded to the male gonad and the minimum, to the female gonad.

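In the hypothalamus the membrane protein TMEM176A was at log2 6.92 ± 0.16 in Iberian pigs and between 4.15 and 5.40 in the other breeds, and ANXA2, a calcium-binding membrane protein, was at 6.64 ± 0.37 in Youli pigs and between 8.56 and 8.94 in the others (SD, n = 4 each; adjusted p = 0.0091 and 0.0115 from limma). NTPCR, a nucleoside triphosphatase, was lowest in Iberian pigs in hypothalamus, adenohypophysis and thyroid gland, by a difference from the other breeds of -1.44 (SE 0.16), -1.05 (SE 0.15) and -1.38 (SE 0.16). In the adenohypophysis the ubiquitin ligase RNF149 was at 6.74 in Duroc pigs and between 8.47 and 9.12 in the others (adjusted p = 0.0018 from limma). POU1F1, the factor that drives growth hormone and prolactin, was lower in Iberian pigs by a difference from the other breeds of -0.57 (SE 0.08, adjusted p = 0.0101 from limma). It was not low in Iberian pigs alone, with means of 10.68 in Iberian, 10.92 in Large White, 11.46 in Youli and 11.49 in Duroc pigs. In the thyroid gland LOC100738720 was at 7.18 in Youli pigs and between 2.54 and 3.10 in the others (adjusted p = 0.0068 from limma), and ZFP64, a zinc finger protein, was higher in Large White pigs by 1.17 (SE 0.09, adjusted p = 5.7e-04 from limma). In backfat the autophagy protease ATG4C was higher in Iberian pigs by 0.89 (SE 0.10), and PITRM1, a mitochondrial protease, was lower in Large White pigs, at 4.08 against 5.15 to 5.78 (adjusted p = 0.0145 from limma for both). Without the Large White male LWM04 the adjusted p of PITRM1 was 0.0516. In the gonads of both sexes AKR1CL1, an aldo-keto reductase, was at 8.73 ± 0.91 in Large White pigs and between 4.46 and 4.76 in the others (SD, n = 4 each; adjusted p = 0.0063 from limma). At an adjusted p under 0.05 from limma, 196 probesets differed by breed in backfat, 138 in the thyroid gland, 72 in the adenohypophysis, 41 in the hypothalamus, 12 in the gonads of both sexes, 1 in the ovaries (1715 at an unadjusted p under 0.05) and 0 in the testes (3352 unadjusted). The probeset × breed variance ratio was 0.00491 (SE 0.0021) in backfat, 0.00391 (SE 0.0017) in the thyroid gland, 0.00364 (SE 0.0045) in the gonads, 0.00318 (SE 0.0014) in the hypothalamus and 0.00315 (SE 0.0019) in the adenohypophysis. The counts rest on few animals: leaving out 1 gave 48 (without LWM04) to 414 (without YLM19) in backfat, 56 (without YLF21) to 424 (without IBM24) in the thyroid gland, 40 (without IBM23) to 178 (without LWF06) in the adenohypophysis, 20 (without DUM15) to 66 (without LWM02) in the hypothalamus, 4 (without LWF06) to 22 (without IBF25) in the gonads, 0 to 14 (without IBM23) in the testes and 0 to 458 (without IBF22) in the ovaries. From the ratios of Table 1, the paper concludes that breeds diverged most in the male gonad and least in the female gonad.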

In order to test whether differential gonad development across breeds was the cause for transcriptome differences in the male gonads, we determined sex hormone levels in plasma of all animals at the time of slaughter (Table 2). There were no statistical differences neither in testosterone, the primary male hormone, nor in progesterone, a hormone produced by the corpora lutea after ovulation that can also be released from the adrenal gland after stress [8]. Male pigs secrete estradiol, primarily from Leydig cells during embryo and early days after birth [9]. Here, we found slightly elevated estradiol levels in Iberian pigs (P-value = 0.04), although they were all very low and at prepuberal levels. Thus, there was not evidence overall of large disparities in reproductive physiological stages between breeds.

**Table 2:** Sex hormone levels in serum (ng/ml) relative to Large White (LW)

Contrast	Testosterone (males)	Progesterone (females)	Progesterone (all)	Estradiol (all)
Mean	0.17 ± 0.01	1.20 ± 0.49	0.86 ± 0.34	0.016 ± 0.005

Duroc – LW	-0.01 ± 0.02	0.79 ± 0.70	0.15 ± 0.43	-0.003 ± 0.006

Youli – LW	0.02 ± 0.02	0.92 ± 0.85	0.28 ± 0.44	0.000 ± 0.006

Iberian – LW	0.01 ± 0.02	0.71 ± 0.70	0.20 ± 0.43	-0.015 ± 0.006*

* Nominal P-value 0.05

In addition to quantitative variance ratios from Table 1, we also visualized via dendrograms, that offer a convenient display of highly dimensional data. Here we used the UPGMA (Unweighted Pair Group Method with Arithmetic mean) criterion as implemented in the R-package *hclust*. Table 1 hinted that tissue is an important source of variability, and how this affects the 'relationships' between breeds can be explored with such dendrograms. Figure 1 shows the distance between breeds for a subset of tissues; the distance employed was 1-r, r being the correlation between breed z-scores across probesets (see Methods). Distances between breeds differed acording to the tissue analyzed, as can be clearly seen from comparing the scales in the vertical axes. 

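The tree joined its last breeds at a distance of 1.39 in the hypothalamus, 1.52 in the adenohypophysis, 1.47 in the thyroid gland, 1.47 in backfat and 1.45 in the gonads of both sexes. Testes alone gave a height of 1.67 and ovaries alone 1.54. When 1 animal was left out, the height ranged from 1.38 to 1.46 in the hypothalamus, from 1.45 to 1.57 in the adenohypophysis, from 1.495 to 1.72 in the testes and from 1.43 to 1.54 in the ovaries. Breed effects are predicted as deviations from a common mean, which puts the mean correlation between the 4 breeds near -0.33 (from -0.332 over all tissues to -0.322 in the ovaries), and distances above 1 follow from that. The distances are correlations across probesets, which are not independent replicates, so no p was computed.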

By noting that a height of 1 corresponds to r = 0, it can be seen that correlations at hypothalamus were higher overall than for the rest of tissues. There were more differences (the trees were deeper) at male than at female gonads. Duroc and Youli were the nearest breeds for hypothalamus, adenohypophysis and ovary transcriptomes, but not for male gonads. 

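The pair of breeds with the nearest z-scores differed between the testes and the other tissues. Duroc and Youli were nearest in the hypothalamus at a distance of 1.05, in the adenohypophysis at 0.960, in the thyroid gland at 1.04, in backfat at 1.02 and in the ovaries at 0.726. In the testes Duroc and Iberian were nearest, at 0.612, and in the gonads of both sexes Large White and Youli, at 1.04. The same pair stayed nearest when 1 animal was left out in 15 of 16 cases in the hypothalamus, 12 of 16 in the adenohypophysis and in the thyroid gland, 14 of 16 in backfat, 7 of 9 in the testes and 6 of 6 in the ovaries. The only Youli ovary could not be left out, so that the 6 of 6 cannot show how far this pairing rests on it. The breed ratio of the ovaries had an exact permutation p of 0.514. KIT is a gene that did not follow the Duroc and Youli pairing: in the adenohypophysis it was at log2 5.31 in Large White and 5.25 in Youli, and at 3.41 in Duroc and 3.50 in Iberian pigs (n = 4 each, adjusted p = 0.0107 from limma). With probesets of low signal left out, Large White and Iberian were nearest in the adenohypophysis, at 0.938. From such trees, the paper proposes that breeding acted on different tissues.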

In summary, it seems that animal breeding has targeted different tissues during the process of artificial selection, supporting a previous hypothesis [3].

**Figure 1:**
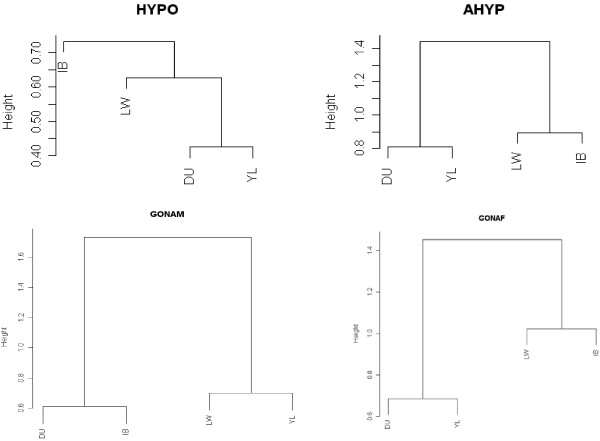
**Dendrograms between breed z-scores for a subset of tissues**. The breed z-score is a Bayesian standardized measure of expression level in that breed (see methods).

A further aspect of interest in highly multidimensional data is connectivity, i.e., how much inter correlated are the different variable, here expression levels. To do that, we subdivided the probesets into distinct modules, where each module contains the probesets that showed maximum intercorrelation. Due to computational limitations, we ran the module detection algorithm with the 12,000 most variable probesets, approximately the number of probesets with standard deviation above the median. Figure 2 shows the number of probesets per module in the 40 largest modules. Note that the larger the size of the first modules, the larger the connectivity. Thus, the tissue rank in connectivity, measured as number of probesets included in the first five modules, was: GONAF > AHYP > THYG > FATB > GONAM > HYPO > ALL > GONA. It is interesting to remark that connectivity was minimal when gonads from both sexes are jointly analyzed and much larger when analyzed separately. This illustrates that the gonadal genetic programmes are clearly distinct in each sex.

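Between 11564 and 12000 of the 12000 most variable probesets fell into the 5 largest modules in each data set when average-linkage trees on 1 - r were divided at a height of 0.95. The number was 12000 in the ovaries, in the testes and in the thyroid gland, 11983 in the gonads of both sexes, 11980 over all tissues, 11971 in the hypothalamus, 11929 in backfat and 11564 in the adenohypophysis. Between 3 modules (gonads of both sexes and testes) and 7 (adenohypophysis) held at least 30 probesets. With values permuted over the arrays, the 5 largest modules held 9838 probesets in the ovaries, 9493 in the testes, 5544 in the gonads of both sexes, 4819 in backfat, 4574 in the adenohypophysis, 4381 in the hypothalamus, 3921 in the thyroid gland and 398 over all tissues. At a distance of 0.5, chosen after the values were seen, the order was ovaries with 7462, gonads of both sexes with 7246, testes with 7218, all tissues with 4966, adenohypophysis with 3928, hypothalamus with 3888, backfat with 3732 and thyroid gland with 2884. The number of arrays, 7 for ovaries and 80 for all tissues, enters these counts: with 7 arrays drawn at random at that distance, the median was 8940 for the gonads of both sexes, 8061 for all tissues and 5008 for the thyroid gland.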

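The largest module held 5719 of 12000 probesets in the gonads of both sexes, 6208 in the testes and 6665 in the ovaries. At a distance of 0.5 there were 40 modules in the gonads of both sexes, 49 in the testes and 34 in the ovaries, and the largest one in the gonads of both sexes held 2146 probesets. When 7 of the arrays were drawn at random at that distance, the 5 largest modules held a median of 8940 probesets (SD 670 over 20 draws) in the gonads of both sexes and 8163 in the testes. From the counts of Figure 2, the paper concludes that the genetic programmes of testes and ovaries are distinct.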

**Figure 2:**
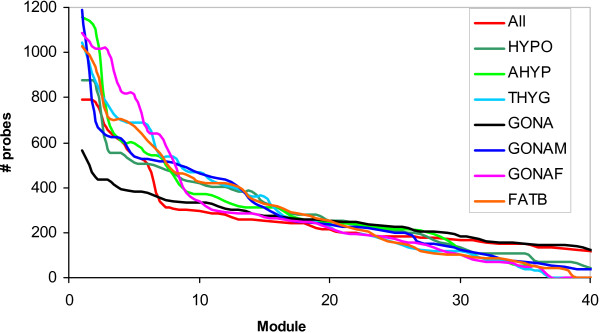
**Distribution of number of probesets per module for each tissue**.

### Differential sex expression is predominant at gonad tissues

Heritabilities in Table 1 suggest that sex is a more important source of transcriptome variability in gonads than in the rest of the tissues analyzed. But these are global measures obtained across all genes, little biological insight is provided. Sex Bayesian z-scores, in contrast, are specific to each gene; they are a quantitative measurement of how much an individual gene is differentially expressed between sexes (see Methods). Thus, the distribution of z-scores can also be used as a proxy to elucidate the level of sex bias expression, with the advantage over variance ratios that is directly interpretable in biological terms. Table 3 shows the average and the SD of sex z-scores in each tissue. Statistics are reported for all probesets and for the 100 most extreme probesets. 

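Genes of steroid metabolism were among those with the largest sex z-scores of the gonads, with SULT2A1 at 36.8 and CYP17A1 at 32.5 (positive where males were higher), and among genes higher in ovaries DPPA5 reached -30.0. Over all 23999 probesets the mean absolute sex z-score was 1.94 (SD 2.88) in the gonads, 0.580 (SD 1.14) in the adenohypophysis, 0.381 (SD 0.692) in the thyroid gland, 0.207 (SD 0.374) in backfat and 0.171 (SD 0.317) in the hypothalamus. For the tissues together it was 1.12 (SD 1.95). When 1 animal was left out it stayed between 1.79 and 2.18 in the gonads.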

The tissue with largest sex bias overall was the gonad, as expected, and it was also the most variable. 

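EIF1AY had a sex z-score of 36.4 in the adenohypophysis, 24.0 in the thyroid gland, 11.7 in the hypothalamus and 11.0 in backfat, beside 23.3 in the gonads. Over the 100 largest of each tissue, the mean absolute z-score was 24.1 (SD 5.01) in the gonads, 11.4 (SD 8.95) in the adenohypophysis, 5.89 (SD 6.84) in the thyroid gland, 3.29 (SD 3.23) in backfat and 2.74 (SD 3.17) in the hypothalamus. For all tissues jointly it was 17.5 (SD 16.0). Leaving out YLM19 gave 5.73 in backfat and leaving out IBF22 gave 1.74 there. In the hypothalamus it was 1.43 without the Iberian male IBM24.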

Sex bias was much more marked for gonads than for the rest of tissues when only the 100 most extreme probesets are used. These results correlate well with estimates of the *Probeset × Sex *heritabilities (${\left({\sum_{j=1,4}\left[z_{ij}-{\bar{z}}_{i}\right]}^{2}/3\right)}^{1/2}$, Table 1). 

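With two-sided normal p-values of the z-scores, 6026 probesets passed an FDR of 0.05 in the gonads, 2967 higher in males and 3059 in females. In the adenohypophysis 309 passed, 102 higher in males and 207 in females, in the thyroid gland 29, in backfat 12 and in the hypothalamus 11, and 2123 passed for all tissues jointly. By limma the X-linked KDM6A, a histone demethylase, was lower in males by a difference of -1.07 (SE 0.11, adjusted p = 7.9e-04 from limma) in the hypothalamus and -1.02 (adjusted p = 0.0038 from limma) in the adenohypophysis, and the X-linked deubiquitinase USP9X by -0.53 (adjusted p = 3.6e-04 from limma) in the latter. By limma, 6781 probesets differed between the sexes in the gonads (3608 higher in males), 120 in the adenohypophysis (23 higher in males), 19 in the thyroid gland (9), 16 in the hypothalamus (7) and 12 in backfat (6). The sex difference in the gonads was tested within animals against that in the mean of the other tissues, in either direction. It differed for 6072 probesets, and whether it was the larger one for each of these was not tested. Leaving out YLM19 raised the number by z-score in backfat to 35, and leaving out LWM04 raised that in the thyroid gland to 53. Without DUF14, 77 probesets passed the limma test in the adenohypophysis. With thyroid labels from the breed and sex fields, 0 thyroid probesets passed either test (857 at an unadjusted p under 0.05 by limma).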

At a false discovery rate FDR = 0.05, the number of significant sex – biased probesets was 1714 (all tissues), 0 (HYPO), 250 (AHYP), 20 (THYG), 5154 (GONA) and 0 (FATB). 

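In the adenohypophysis FSHB, the subunit of follicle-stimulating hormone, was at log2 9.28 ± 1.24 in 9 males and 13.75 ± 0.54 in 7 females (SD), a difference of -4.52 (SE 0.51, adjusted p = 0.0015 from limma), and its other probeset gave -4.11 (SE 0.54). GATA2, a factor of gonadotrope and thyrotrope cells, was at 7.01 ± 0.41 in males and 8.57 ± 0.60 in females (SD), a difference of -1.55 (SE 0.27, adjusted p = 0.0269 from limma). PCSK1, a protease that processes prohormones, was lower in males by a difference of -1.43 (SE 0.27, adjusted p = 0.0386 from limma), and HYAL3, a hyaluronidase, by -4.44 (SE 0.49, adjusted p = 0.0012 from limma). POU1F1 was higher in males, at 11.41 ± 0.34 against 10.79 ± 0.40 (SD), by 0.56 (SE 0.07, adjusted p = 0.0038 from limma). Of 14 measured genes for adenohypophysis hormones and receptors, 4 passed the test over all probesets, 1 higher in males and 3 in females, and 4 adjusted over the list alone. The myofibre enzyme CKM was also lower in males, by a difference of -1.74 (SE 0.21), and was the single striated muscle gene of 30 that passed (2 adjusted over the list alone). FSHB, POU1F1, HYAL3 and CKM passed whichever animal was left out. GATA2 did in 10 and PCSK1 in 4 of 16 cases, with the highest adjusted p at 0.0680 (without DUM12) and 0.126 (without YLF21). From the z-scores and their number past the FDR, the paper concludes that gonads, adenohypophysis and thyroid gland are the most sex-biased tissues, in that order.

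**Figure D2:**
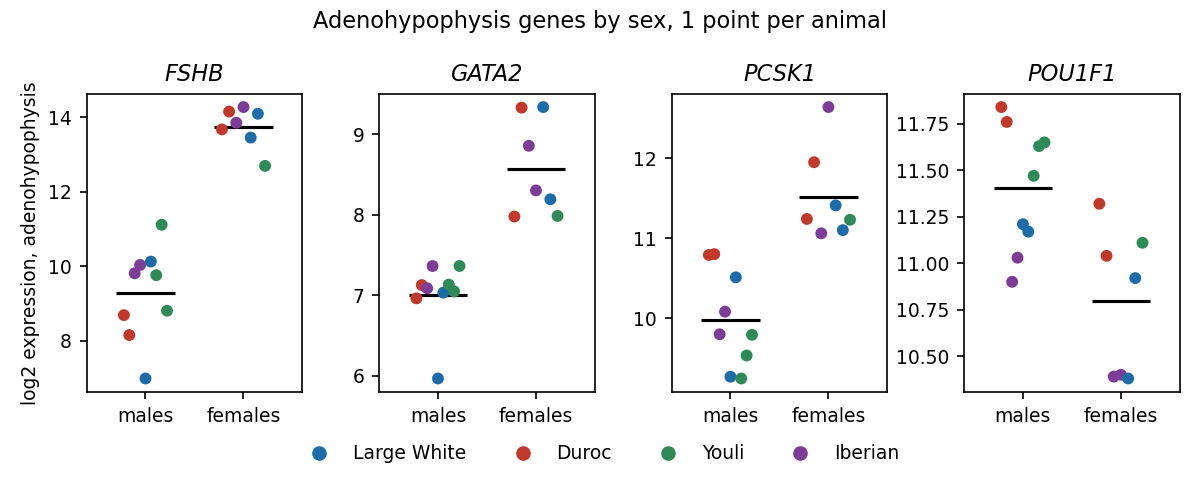
Expression (log2) of FSHB, GATA2, PCSK1 and POU1F1 in the adenohypophysis of 9 males and 7 females; points are animals coloured by breed and lines are means. The mean of FSHB is 9.28 in males and 13.75 in females.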

In summary, the most sex biased tissues were the gonads, followed by the adenohypophysis and the thyroid gland. 

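In the hypothalamus and in backfat the named genes that differed between the sexes were all on the sex chromosomes. In the hypothalamus EIF1AY was higher in males by log2 6.59 (SE 0.07, adjusted p = 3.7e-15 from limma), and TXLNG, an X-linked taxilin, was lower by a difference of -0.67 (SE 0.08, adjusted p = 0.0022 from limma). With KDM6A these were the 3 named genes past an adjusted p of 0.05 there. In backfat EIF1AY was the single named gene that passed, at 9.35 ± 0.24 in 9 males and 3.03 ± 0.16 in 7 females (SD), a difference of 6.32 (SE 0.11, adjusted p = 1.9e-12 from limma). In the thyroid gland 5 named genes passed: EIF1AY, LOC396706 (2.96, SE 0.15), ZFX (1.58, SE 0.23), KDM6A (-1.00, SE 0.11) and TXLNG (-0.57, SE 0.05). ZFX, a zinc finger factor, passed in 9 of 16 cases when 1 animal was left out, with the highest adjusted p at 0.0753 (without YLF21). Of 5 X-inactivation and escape genes, 1 passed in the hypothalamus, 2 in the adenohypophysis, 2 in the thyroid gland and 0 in backfat by limma, and 3 in each of the 4 tissues adjusted over the list alone.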

The least sex-biased tissues were hypothalamus and fat.

**Table 3:** Means (SD) of sex Bayesian z-scores, absolute values, for each tissue.

**Probesets**	**All**	**HYPO**	**AHYP**	**THYG**	**GONA**	**FATB**
All	1.12 (1.91)	0.18 (0.18)	0.57 (0.90)	0.37 (0.47)	1.93 (2.82)	0.20 (0.26)

Largest 100*	17.1 (15.0)	1.06 (0.10)	8.80 (3.75)	3.82 (1.70)	22.9 (4.14)	1.94 (0.41)

* In each tissue.

HYPO: Hypothalamus; AHYP: adenohypophysis; THYG: thyroid gland; GONA: gonads both sexes; GONAM: male gonads; GONAF: female gonads; FATB: backfat.

How likely is that sex – bias is conserved across tissues, i.e., that a sex – biased gene in a given tissue is also sex – biased in another tissue? A general response to this question can be approximated by the correlation of sex z-scores between tissues. 

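The correlation of sex z-scores outside the gonads rested largely on 11 probesets sex-biased in all 5 tissues, such as that of EIF1AY. Across all 23999 probesets, which are not independent replicates, sex z-scores in the gonads correlated with those in the hypothalamus at r = 0.126 (SE 0.056), in the adenohypophysis at 0.131 (SE 0.024), in the thyroid gland at 0.128 (SE 0.045) and in backfat at 0.129 (SE 0.037). Between the other tissues r was 0.560 (SE 0.066) for hypothalamus and thyroid gland, 0.5055 (SE 0.092) for thyroid gland and backfat and 0.488 (SE 0.071) for hypothalamus and backfat. It was 0.486 (SE 0.078) for hypothalamus and adenohypophysis, 0.486 (SE 0.053) for adenohypophysis and thyroid gland and 0.418 (SE 0.046) for adenohypophysis and backfat. Without the 11 probesets that passed the FDR for sex in all 5 tissues, an alternative chosen after the values were seen, these 6 values fell to between 0.100 and 0.196 and the 4 with the gonads to between 0.0212 and 0.0458.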

Table 4 (upper diagonal) shows that this correlation was rather small when all probesets were considered, that is, there was no common pattern of sex – bias expression. 

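With the tissues taken jointly, the 11 probesets sex-biased in all 5 tissues, such as EIF1AY, had sex z-scores of 31.7 or more in size, and CBR1, high in testes, had 19.4. Of the 100 probesets with the largest joint z-score, 82 were also among the 100 largest in the gonads. The joint z-scores correlated with those in the gonads at r = 0.823 (SE 0.012) across all probesets, and at 0.560 (SE 0.045) with the thyroid gland, 0.545 (SE 0.031) with the adenohypophysis, 0.542 (SE 0.062) with the hypothalamus and 0.535 (SE 0.022) with backfat. Without the 11 probesets sex-biased in all 5 tissues, r with the gonads was 0.9085 and r with the other tissues lay between 0.241 and 0.313.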

The only exception was between z-scores at the gonad and that obtained when all tissues were jointly analyzed (r = 0.83). But this occured because the z-score across all tissues was heavily influenced by the pattern in gonads, simply because it was in this tissue where the largest sex bias was found (Table 3). It is more meaningful to consider a subset of genes, those with largest sex – bias across all tissues (lower triangle in Table 4). A completely different picture emerges now. Overall, correlations were very high between tissues, meaning that a highly sex – biased gene in a given tissue tends also to be sex – biased in other tissues. Yet, it was intriguing that correlations between the gonad and the rest of tissues were much lower now, hinting that highly sex – biased genes in the gonads were at least partially different from those in the rest of tissues. This heterogeneous gonad sex – programme was visible by plotting the z-scores. For instance, the correlation between AHYP and THYG z-scores was 0.93 for the extreme sex – biased probesets and 0.24 across all probesets (Table 4). 

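The 100 probesets with the largest joint z-score separated the gonads from the other tissues. Over these, r was 0.971 for hypothalamus and adenohypophysis, 0.976 for hypothalamus and thyroid gland, 0.982 for hypothalamus and backfat, 0.977 for adenohypophysis and thyroid gland, 0.973 for adenohypophysis and backfat and 0.984 for thyroid gland and backfat. Gonads gave 0.407 with the hypothalamus, 0.411 with the adenohypophysis, 0.403 with the thyroid gland and 0.407 with backfat. Joint z-scores correlated with those of the gonads at 0.764 and with those of the other 4 tissues at 0.8935 to 0.8954. These r are across probesets, which are not independent replicates. EIF1AY had a joint sex z-score of 59.3, and 2 of the 100 were on the lists of Y-linked and X-inactivation genes.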

The z-scores were plotted in Figure 3 (Top). Note that, save for a few probesets, the relationship between extreme z-scores was linear and in agreement with the high correlation found, whereas it was not when all probesets were considered. As for the gonads, Figure 3 (Middle) plots the AHYP vs. GONA z-scores. In this case, there was a considerable number of probesets with extreme bias in the gonads but not in the adenohypophysis, those encircled in red. As a result the correlation between z-scores of the most sex – biased probesets is low. 

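On the distance 1 - r over the 100 probesets of largest joint sex z-score, thyroid gland and backfat joined first, at 0.0164. The hypothalamus joined them at 0.0209 and the adenohypophysis at 0.0265. The gonads joined last, at 0.593. Genes such as SERPINA5, a protease inhibitor with a sex z-score of 30.7 in the gonads, and the calcium pump ATP2A2, with 32.9, are among the probesets largest in the gonads.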

An UPGMA cluster did show also that the gonad genetic programme, in terms of sex bias expression, was clearly distinct from the rest of tissues analyzed (Figure 3 Bottom).

**Table 4:** Correlation of sex Bayesian z-scores between tissues

	**All**	**HYPO**	**AHYP**	**THYG**	**GONA**	**FATB**
All	-	0.24	0.43	0.38	0.83	0.33

HYPO	0.79	-	0.16	0.19	0.03	0.12

AHYP	0.86	0.85	-	0.24	0.09	0.15

THYG	0.85	0.84	0.93	-	0.06	0.20

GONA	0.77	0.47	0.42	0.42	-	0.07

FATB	0.81	0.80	0.88	0.88	0.43	-

Upper diagonal, correlation across all probesets; lower diagonal, correlation across the 100 most differentially expressed genes in all tissues. HYPO: Hypothalamus; AHYP: adenohypophysis; THYG: thyroid gland; GONA: gonads both sexes; GONAM: male gonads; GONAF: female gonads; FATB: backfat.

**Figure 3:**
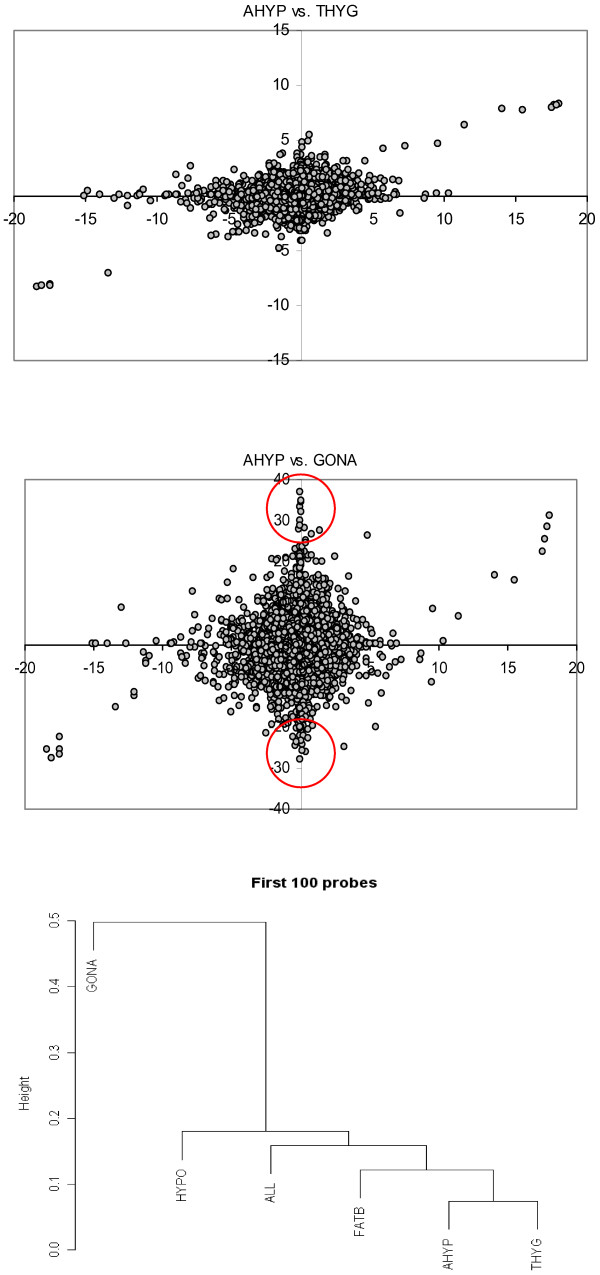
**Sex z-scores across tissues**. The sex z-score is a Bayesian standardized measure of expression difference between sexes (see methods). Each dot in top and middle figures corresponds to a different probeset. Top: Adenohypophysis (abscissa) vs. thyroid gland (ordinate) sex z-scores. Middle: Adenohypophysis (abscissa) vs. gonad (ordinate) sex z-scores; the encircled dots correspond to highly biased probesets in gonads that show no bias in adenohypophysis. Bottom: Dendrogram of the sex z-scores in different tissues corresponding to the 100 most sex biased probesets. The vertical scale is the distance between points, i.e., one minus the Pearson correlation.

This distinct genetic programme in the gonads, one would expect, should consist of genes primarily involved in gametogenesis. To investigate this further, we selected the 100 most biased probesets in the gonads and, among those, we ranked the most biased probesets in AHYP and THYG. The complete list is in Additional File 2, but nine probesets stood out as highly sex – biased across all three tissues, whereas the 91 remaining probesets did not exhibit any pronounced sex bias expression neither in AHYP nor in THYG. The nine probesets corresponded to genes *DDX3Y, EIFS23, FAM5C, EIFIAY, DENND4A, PTPRM, LPHN2, CLOCK *and *TMSB4X*. These nine genes were among the 10 most differentially sex expressed genes that we obtained in a previous work [3], where 16 tissues in four animals were analyzed. 

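Of the genes named by the paper here, EIF1AY was the one found under its symbol in the annotation of the array used, where it passed the limma test in the gonads with a difference of log2 6.35 (SE 0.09, adjusted p = 2.1e-13), also adjusted over the list alone. The list was chosen by the study on these samples and is not independent evidence. Among the 100 probesets with the largest sex z-score in the gonads, 50 were higher in males and 50 in females, and 9 passed the FDR of 0.05 in both adenohypophysis and thyroid gland, while 88 passed in neither. Besides EIF1AY, the other 8 carried no gene symbol. Of these, 3 were higher in males, with z-scores in the gonads of 34.7, 31.6 and 27.4, the first of which reached 40.4 in the adenohypophysis. The others were higher in females, with -29.3, -28.2, -27.4, -26.6 and -24.0 in the gonads.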

Some of the genes were confirmed by quantitative real time PCR (QRT-PCR). They are also among the most sex biased porcine genes identified in independent studies [10]. 

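Genes of the oocyte were higher in ovaries, and genes of spermatids differed between single testes. All 7 measured oocyte genes were higher in ovaries at an adjusted p under 0.05, and all 7 adjusted over the list alone. The zona pellucida genes ZP3 and ZP4, which coat the egg, had differences of -6.17 (SE 0.94) and -6.13 (SE 0.93), and GDF9, a growth factor secreted by the oocyte, of -4.67 (SE 0.66). The oocyte list was lower in males by camera with a median of -4.67 (p = 4.6e-06), with p = 0.0870 when the correlation was estimated. In the Iberian ovary IBF25 the mean of the oocyte list was log2 2.74, where the other 6 ovaries lay between 7.76 and 9.79 and the 9 testes between 2.52 and 2.67, and without that animal the camera p was 1.2e-09. Of 13 spermatid and sperm genes, 1 passed the test, higher in testes (0 adjusted over the list alone by limma, 2 at an unadjusted p under 0.05): ZPBP, an acrosomal protein that binds the zona, at 6.74 ± 3.70 in testes and 2.14 ± 0.03 in ovaries (SD, n = 9 and 7), whose adjusted p of 0.0186 became 0.0787 without the Youli female YLF21. The mean of this list ran from 2.88 to 9.68 among the testes. Of 7 genes of meiosis, 1 passed, also adjusted over the list alone: HORMAD1, a protein of the meiotic chromosome axis, higher in testes by 3.91 (SE 0.71, adjusted p = 0.0013 from limma). Of 6 spermatogonial genes, 2 passed and 2 adjusted over the list alone: DMRT1, a factor of male sex determination, was higher in testes by 6.85 (SE 0.31), and UCHL1, a ubiquitin hydrolase, had a difference of -1.39 (SE 0.38). Of 2 Y-linked genes 1 passed, and of 5 X-inactivation and escape genes 3 passed, with the same counts adjusted over the list alone. Genes of the epididymis numbered 10, of which 1 passed, also adjusted over the list alone: the metalloprotease ADAM28, higher in testes by 2.31 (SE 0.36).

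**Figure D3:**
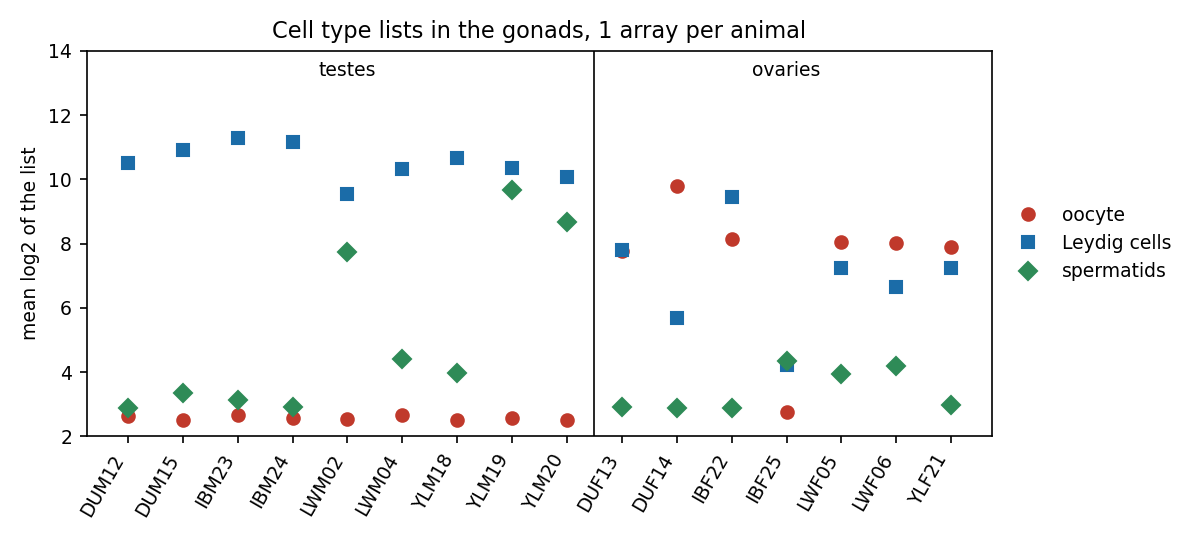
Mean expression (log2) of the measured genes of the oocyte, Leydig cell and spermatid lists in each of 9 testes and 7 ovaries; points are arrays. IBF25 lies with the testes on the oocyte list, and the testes spread from 2.88 to 9.68 on the spermatid list.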

We also performed a gene ontology analysis of the remaining 91 probesets which did show, as presumed, that spermatogenesis genes were over represented (P-value = 0.03) but also were other processes: multicellular organism development (P = 0.03), hemophilic cell adhesion (P = 0.01) or synaptic transmission (P = 0.04). Thus, although gametogenesis partially explains the distinct sex-bias programmes between gonads and the rest of tissues, it does not explain the full story. There is not a simplistic explanation or a general common role for specific gonad sex – biased genes.

We also carried out a differential gene ontology (GO) study with the most sex biased probesets in the gonads, irrespective of whether they were also sex – biased in other tissues. Initially, we aimed at studying the 5154 sex biased probesets detected at FDR = 0.05 but this was not feasible computationally. Thus, we selected the top 1700 genes, the number of selected genes when all tissues are analyzed. The most significant and numerous GO classes are in Additional File 3. Overall, most GO categories were related to development, which makes sense because ovaries and testicles follow different development trajectories since early embryogenesis, from about four weeks of embryo age in pigs [11]. As expected, there was also an overrepresentation of spermatogenesis and male gonad development, but also lactation. 

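Of 14 Leydig cell and steroid synthesis genes, 8 were higher in testes and 0 in ovaries by limma (10 adjusted over the list alone). INSL3, the Leydig cell hormone of testis descent, was at log2 14.35 ± 0.24 in 9 testes and 8.50 ± 3.22 in 7 ovaries (SD), a difference of 5.65 (SE 1.10, adjusted p = 0.0021 from limma), and CYB5A, a cofactor of CYP17A1, was higher by 2.82 (SE 0.19). The list was higher in testes by camera (median 2.21, p = 1.9e-05; p = 0.138 with an estimated correlation). Of 11 Sertoli cell genes, 5 were higher in testes, and 5 adjusted over the list alone: CLU, the secreted chaperone clusterin, was higher by 2.58 (SE 0.41) and the tight junction gene CLDN11 by 3.51 (SE 0.70), while as a list the 11 did not pass by camera (p = 0.0221, adjusted p = 0.133; p = 0.0409 with an estimated correlation, adjusted p = 0.613). Of 8 smooth muscle genes, 5 were higher in ovaries, and 5 adjusted over the list alone: the actin ACTA2 had a difference of -1.72 (SE 0.20) and TAGLN of -2.44 (SE 0.25), and the list was lower in testes by camera (p = 3.8e-04; p = 0.0297 with an estimated correlation). Of 9 granulosa and ovarian somatic genes, 5 passed, 4 of them higher in ovaries, and 5 adjusted over the list alone: the activin subunit INHBA had a difference of -1.26 (SE 0.27), and the receptor FSHR was the one higher in testes, by 1.66 (SE 0.45) (camera p = 0.140 for the list; p = 0.311 with an estimated correlation). Of 15 genes for collagens and extracellular matrix, 8 were higher in ovaries and 1 in testes (8 and 2 adjusted over the list alone), with COL6A3 at -3.52 (SE 0.25) (camera p = 7.7e-04; p = 0.0763 with an estimated correlation). In IBF25 the smooth muscle list was at 10.10, above the 8.49 to 9.00 of the other 6 ovaries, and the granulosa list at 3.94, below their 6.36 to 7.62.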

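Of the 6 genes the paper assigns to this cascade, NF1 and AGT were found under their symbols in the annotation, and both differed between the gonads. AGT, the precursor of angiotensin, was at log2 11.98 ± 0.65 in the 9 testes and 4.06 ± 1.54 in the 7 ovaries (SD), a difference of 7.84 (SE 0.60, adjusted p = 1.9e-06 from limma). The neurofibromin gene NF1, a brake on RAS, was at 6.19 ± 0.32 in testes and 7.40 ± 0.30 in ovaries (SD), a difference of -1.20 (SE 0.17, adjusted p = 2.0e-04 from limma). Both also passed adjusted over the list alone, which is not independent evidence, since the study chose the list on these samples. Their sex z-scores in the gonads were 29.0 and -4.39.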

An interesting observation was the excess of genes related to the MAPKKK cascade (*MAP3K5, MAPK1, FGFR3, RAPGEF2, NF1, AGT*), one of the most important signalling pathways in the cell. All of these genes are also involved in development, in particular, *AGT *(angiotensinogen) plays a role in female pregnancy and in ovarian follicle development [12,13].

### Breed differences

The study of breed differences at the transcriptome level is fundamental to elucidate the impact of selection on gene expression, and thus on gene regulation. As mentioned, the ratio $h_{PB}^{2}$ or *Probeset × Breed *heritability is a summary of the breed influence on the transcriptome. Although the overall breed influence was much smaller than that of tissue or the probeset itself (Table 1), it was a remarkable observation that $h_{PB}^{2}$ was maximum in male gonads and minimum at the female gonads: 0.01 vs. 0.0007, i.e., at least 10 times larger in testicles than in ovaries. Note that the SD of these figures are very small (= 10^-4^) and thus the two estimates are clearly distinct. To gain further insight and to assess the influence of each individual probeset, we computed the standard deviation of the breed Bayesian z-scores, i.e., for probeset i SD_zbreed, i _= $h_{P}^{2}\;=\;\sigma_{P}^{2}/\;\sigma_{Y\;}^{2}$, where *z*_*ij *_is the breed z-score of probeset i at breed j. This is a rough measure of expression variability across breeds but allows us to carry out a ranking among probesets in terms of how much do their expression differ between breeds. Additional File 4 shows the mean SD_zbreed _for each tissue, the complete list of breed z-scores is in Additional File 5. 

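In the testes, sperm genes gave the largest spread between breeds, with CRISP2, a secreted protein of the acrosome, at an SDzbreed of 10.4. The mean SDzbreed over all probesets was 0.605 (SD 0.677) in the testes, 0.619 (SD 0.611) in the adenohypophysis, 0.606 (SD 0.631) in the thyroid gland, 0.565 (SD 0.583) in backfat, 0.532 (SD 0.567) in the hypothalamus and 0.0442 (SD 0.0531) in the ovaries. Over the 100 largest of each, it was 5.35 (SD 1.22) in the testes, 4.88 (SD 1.15) in the thyroid gland, 4.81 (SD 1.11) in the adenohypophysis, 4.45 (SD 1.21) in the hypothalamus, 4.34 (SD 0.716) in backfat and 0.422 (SD 0.071) in the ovaries. Leaving out the Iberian female IBF22 gave a mean of 0.787 over all probesets in the ovaries and of 7.50 over the 100 largest, and leaving out IBF25 gave 0.600 and 6.39.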

The z-score breed variability was larger in the male gonads than in the rest of tissues, in agreement with the variance component analysis from Table 1. Only when all tissues or both gonads were considered jointly was variability larger than in male gonads. 

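Over all tissues jointly, DDX39B, an RNA helicase of mRNA export, had one of the largest breed z-scores, at -20.8 for Iberian pigs. For all tissues the mean SDzbreed was 0.818 (SD 0.764) over all probesets and 6.30 (SD 2.16) over the 100 largest. For the gonads of both sexes it was 0.433 (SD 0.442) and 3.28 (SD 0.58). When 1 animal was left out, the former pair stayed between 0.754 and 0.843 and between 5.97 and 6.41, and for the gonads of both sexes they ranged from 0.337 to 0.559 and from 2.55 (without YLM20) to 4.70 (without IBF25).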

The relation between breed and sex bias expression is discussed in the next section.

Considering that a large heterogeneity in SD_zbreed _was observed between tissues, we investigated whether there were any genes that consistently showed large breed variability across several tissues. The rationale was that these genes could be primary targets of artificial selection or provide clues about main metabolic routes responsible for breed differences. To study this, we selected the probesets that were among the 200 top most variable probesets (i.e., highest SD_zbreed_) in at least four tissues. This criterion was fulfilled by a total of 19 probesets (Table 5). 

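Among the 200 probesets of largest SDzbreed in at least 4 of the 5 tissues were 29, and 16 of these were there in all 5. The tissues come from the same 16 animals, so that the rankings are not independent. Of the 11 with a gene symbol, DDX39B was lowest in Iberian pigs, with a z-score over all tissues of -20.8, as were HNRNPL, which binds pre-mRNA, with -10.8, and SAL1, a salivary lipocalin, with -10.6. TTC38 (14.2) and the prostaglandin synthase PTGES3 (12.1) were highest in Youli pigs. HNRNPH2 was lowest there at the ranked probeset (-12.1), and its other probeset had a z-score smaller in size. GLUL, the enzyme that makes glutamine, was lowest in Large White pigs (-11.2), and KIT was highest there (7.21). The others were RHOB, LOC100152327 and LITAF, of which another probeset had a z-score smaller in size in Youli pigs. When 1 animal was left out there were 24 to 29 such probesets. Ranking by the moderated F of limma in place of SDzbreed gave 15, of which 9 were among the 29.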

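Of 11 apoptosis genes measured, 1 was among the 100 of largest SDzbreed over all tissues, and 1 each in the hypothalamus, adenohypophysis, backfat and testes. By limma over all tissues 0 apoptosis genes passed (3 at an unadjusted p under 0.05) and 2 adjusted over the list alone. Between testes and ovaries 1 of them passed, also adjusted over the list alone: BID, which links death receptors to mitochondria, was higher in testes by log2 0.42 (SE 0.08, adjusted p = 0.0028 from limma). The 18 cell cycle genes were lower in Iberian pigs over all tissues by camera (p = 1.3e-04; p = 0.0876 with an estimated correlation). Between the gonads 4 cell cycle genes were higher in ovaries, and 4 adjusted over the list alone, such as the replication clamp PCNA, with a difference of -1.58 (SE 0.32), and the mitotic kinase AURKA, with -3.43 (SE 0.78). Of the genes of Table 5, 9 were found under their symbols, and 2 of these were among the 100 of largest SDzbreed over all tissues. The study chose them on these samples, so that they are not independent evidence.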

The majority of corresponding genes was involved in several development and cell cycle processes, including apoptosis. Six of the genes in Table 5 were among the 31 most distinct genes between Large White and Iberian pigs that we found in a previous study [3], these genes are marked with a star (*) in Table 5. This is a highly significant (P << 10^-6^) and remarkable overlap considering that i) the number of breeds was doubled here in relation to [3], ii) the number of tissues was quite different between both studies, 16 in [3], five here; gonads, the most variable tissue, was not studied in [3], and iii) the statistical inference method was different.

**Table 5:** Genes that are among the 200 most variable in at least four tissues

**Name**	Symbol *	**GO Biological process**	**z_LW_**	**z_DU_**	**z_YL_**	**z_IB_**	**z_SEX_**
Lysosomal trafficking regulator	*LYST*	Cellular defense	9.1	3.3	8.0	-20.7	8.4

phosphatidylethanolamine N-methyltransferase	*PEMT*	Cell proliferation	18.4	-12.6	0.1	-6.2	2.0

Small VCP/p97-interacting protein	Q8NHG7*	-	-10.5	-8.7	0.7	18.7	0.7

forkhead box F1	*FOXF1*	Organ morphogenesis, lung and gut development	5.2	-7.3	12.1	-9.9	1.3

Death inducer-obliterator 1	DATF1*	Apoptosis	12.6	-4.3	-3.8	-4.6	0.4

Major histocompatibility complex class B	HLA-B*	Antigen processing	-4.2	-4.6	-2.4	11.1	4.0

Heterogeneous nuclear ribonucleoprotein H2	*HNRPH2*	RNA binding	3.0	2.0	-11.7	7.2	4.8

Vesicle trafficking protein homolog B	*SEC22L1*	ER to Golgi transport	-1.6	6.7	-9.7	4.3	2.0

Microtubule-associated protein 6	*MAP6*	Negative regulation of microtubule depolymerization	4.7	-6.5	11.3	-9.3	8.9

Rho-associated, coiled-coil containing kinase 1	*ROCK1*	Actin cytoskeleton organization and biogenesis	-4.9	-4.7	14.4	-4.67	-5.7

Family with sequence similarity 92, member A1	*FAM92A1*	-	-10.2	14.3	0.8	-4.7	3.3

Frizzled homolog 4 (Drosophila)	*FZD4*	Multicellular organism develop, wnt signaling pathway	-14.2	12.1	5.6	-3.6	2.0

Opticin	*OPTC*	Protein binding	2.0	-0.9	3.0	-4.0	3.1

Armadillo repeat containing, X-linked 1	ARMCX1*	Development, maintenance of tissue integrity	-13.6	6.5	0.5	6.5	3.6

Lipopolysaccharide-induced TNF factor	*LITAF*	Apoptosis	-3.9	7.4	-7.9	4.5	7.7

Vasoactive intestinal peptide receptor 2	*VIPR2*	Cell cell signaling/G-protein coupled receptor protein signaling	4.1	4.7	-15.5	6.8	1.9

Amyloid beta (A4) precursor-like protein 2	*APLP2*	G-protein coupled receptor protein signaling	-4.5	-3.9	14.4	-5.8	2.3

Tousled-like kinase 2	TLK2*	Cell cycle/chromatin assembly	12.6	-4.3	-3.5	-4.9	2.9

Immunoglobulin heavy constant mu	IGHM*	Antigen binding	-1.2	2.2	-0.9	0.1	4.3

* Also found differentially expressed between breeds in Ferraz et al. [3]

The most extreme breed for each of the geneprobes is shaded in Table 5. Although the Youli synthetic breed seems 'enriched' in extreme probes, may be because of its highly heterogenous backgroung, it is of interest to study the extreme probes between Iberian (a non selected breed) vs. the rest of breeds, which have undergone a rather intense artificial selection process. 

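Of the 29 probesets variable in at least 4 tissues, the most extreme breed was Large White for 9, Youli for 8, Iberian for 8 and Duroc for 4. Extreme in Youli pigs were the ranked probesets of TTC38 and HNRNPH2, with z-scores of 14.2 and -12.1. The other HNRNPH2 probeset was less extreme there. Extreme in Iberian pigs was also RHOB, a small GTPase, with -6.18.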

We did that for all tissues jointly and for each of individual tissues except the gonads. In all cases, the gene LYST, involved in cellular defense, was the most extreme Iberian probe. 

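DDX39B was the probeset with the largest absolute Iberian z-score over all tissues (-20.8), in the adenohypophysis (-13.1) and in the thyroid gland (-12.3). In the hypothalamus it was a probeset without a symbol (10.1), and in backfat SLC2A5, a fructose transporter (9.26). LYST regulates lysosome traffic, and its probesets on the annotation used had Iberian z-scores of 0.278 and 0.133 over all tissues. The annotation may differ from that of the paper: matched by breed z-scores, its LYST entry fell on the DDX39B probeset (distance 0.236). This matching was chosen after the values were seen. Mean expression of DDX39B in Iberian pigs was log2 4.10 in the hypothalamus, 4.45 in the adenohypophysis, 4.91 in the thyroid gland, 3.73 in the gonads and 4.15 in backfat (n = 4 each). In Large White pigs these means were 7.78, 9.34, 9.83, 8.59 and 8.85, and in Youli pigs they were 7.60, 9.36, 10.20, 8.33 and 9.10. Duroc means were 6.71 in the hypothalamus and 8.36 in the adenohypophysis, and the Duroc female DUF13 alone was at 3.96 and 4.57 there, at 5.20 in the thyroid gland, 4.71 in the gonads and 4.02 in backfat. DDX39B and SLC2A5 are named because of their rank, after their values were seen.

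**Figure D4:**
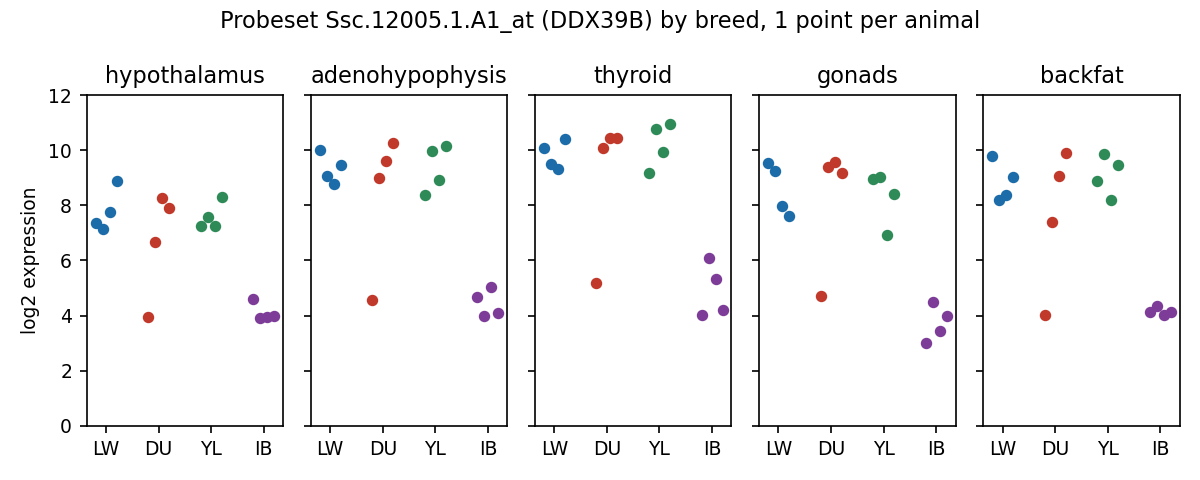
Expression (log2) of the DDX39B probeset by breed in the 5 tissues; points are animals, 4 per breed and tissue. The Iberian mean is the lowest in each tissue, from 3.73 to 4.91, and a single Duroc animal lies near the Iberian animals.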

We also looked for enriched ontology categories among the most extreme probes. 

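Over all tissues, interferon response genes were higher in Duroc pigs by camera (p = 9.6e-05; p = 0.193 with an estimated correlation) and lower in Youli pigs (p = 8.6e-05; p = 0.190). In the hypothalamus the 17 measured genes of antigen presentation were higher in Iberian pigs than in the mean of the other breeds, with a median of log2 0.68 (camera p = 1.9e-08; p = 0.0499 with an estimated correlation), and so were 14 interferon response genes (p = 5.3e-07; p = 0.129 with an estimated correlation). By limma 0 of the 17 passed by breed there, 0 also adjusted over the list alone and 9 unadjusted. The Iberian male IBM23 stood apart in the hypothalamus on immunoglobulin and lymphocyte genes (4.62, other Iberian pigs 2.97 to 3.05), and without it the camera p of antigen presentation was 1.3e-04, the highest of 16 removals of an animal. Between the gonads 2 genes of each of these lists passed by sex, 1 in either direction: SLA-DMA, a class II chaperone, was higher in testes by 1.27 (SE 0.38), and MX1, an antiviral GTPase, had a difference of -1.26 (SE 0.41). Adjusted over the list alone there were 0 of antigen presentation and 1 of the interferon response by limma (2 at an unadjusted p under 0.05 in each). Without the Youli female YLF21 the adjusted p of MX1 was 0.148, and without the Iberian male IBM24 that of SLA-DMA was 0.0565. Of 35 contrasts and 1050 tests of lists, 98 passed an adjusted p of 0.05 with the preset correlation, 15 of these had p under 0.05 with the estimated correlation and 0 passed when the latter was adjusted.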

When all tissues are examined together, the most 100 extreme genes were enriched in defense (antigen processing and response) and development (endodermal cell fate commitment, brain morphogenesis, mast cell biogenesis). 

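In the thyroid gland, for the 17 genes of antigen presentation the median difference of Youli thyroids from the other breeds was log2 0.44 (camera p = 6.2e-08; p = 0.0231 with an estimated correlation). By limma 0 of them passed over all probesets, 5 passed adjusted over the list alone and 6 had an unadjusted p under 0.05. Immunoglobulin and lymphocyte genes were also higher there (p = 0.0030; p = 0.0367 with an estimated correlation), as were parathyroid and thymus genes in Iberian thyroids (p = 0.0010; p = 0.0208). For the 14 interferon response genes the median difference of Duroc backfat was 0.63 (camera p = 1.7e-07; p = 0.0403 with an estimated correlation), with 0 past the limma test over all probesets, 7 adjusted over the list alone and 7 unadjusted. Of 30 striated muscle genes measured, 21 were among the 100 of largest SDzbreed in backfat, and by limma 0 differed by breed there, 0 also adjusted over the list alone and 0 at an unadjusted p under 0.05. The list was higher in Youli backfat by camera (p = 4.4e-04; p = 0.437 with an estimated correlation), and without the Youli male YLM19 it was lower in Youli backfat (p = 0.0297). Of 7 myogenesis regulators 0 passed in backfat by limma, 2 adjusted over the list alone and 2 unadjusted. In the hypothalamus 0 of 30 striated muscle genes passed, 0 also adjusted over the list alone and 3 at an unadjusted p under 0.05. Of 15 genes for collagens and matrix, 0 passed there by limma and 7 adjusted over the list alone (7 unadjusted).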

As for each tissue independently, thyoroid gland was enriched in defense genes, whereas back fat or hypothalamus showed, additionally, an excess of muscle development genes.

A potential limitation of considering each gene individually, e.g., Table 5, is that there might not be enough power in the data to detect all influential genes. Taking into account the high inter correlation between expression levels should help to improve upon this. For this purpose, we studied whether there was a connection between modularity, i.e., gene coexpression, and bias, i.e., differential expression across breeds. We reasoned that, assuming that genes in a given module tend to work coordinately, because their expression is highly correlated, an excess of breed – biased genes in a module should help to uncover metabolic pathways that have been primarily affected by breed divergence. As a result, these biological processes may be more easily influenced by selection, either artificial or natural selection. Specifically, we studied whether there was an excess of the top 100 most variable genes in any of the modules detected (Figure 2). Four modules were particularly 'enriched' in breed biased genes (P << 10^-6^). These were modules 4, 14 and 29 in male gonads and module 25 in back fat (Table 6). 

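In the testes the probesets of largest SDzbreed clustered with sperm genes, and in backfat with muscle genes. In the testes, module 2 with 5528 probesets held 79 of the 100 of largest SDzbreed, where 46.1 were expected (exact hypergeometric test, adjusted p = 3.9e-11). In backfat, module 3 with 2359 probesets held 39, where 19.7 were expected (adjusted p = 3.4e-05 from the same exact test). At a distance of 0.5, chosen after the values were seen, module 1 of the testes with 2916 probesets held 71 against 24.3 expected (exact test, adjusted p = 3.2e-21) and module 1 of backfat with 1272 held 34 against 10.6 (adjusted p = 1.7e-08). Probesets were ranked and clustered on the same arrays, so that the same animals enter both. The exact tests of modules treat probesets as independent draws, which they are not, so that their p are no measure over animals. By limma 0 of 13 spermatid genes differed by breed in the testes (2 unadjusted), and 102 of 1260 splits reached the breed ratio (exact permutation p = 0.0810). In backfat 0 of 30 striated muscle genes differed by breed by limma, 0 also unadjusted. No breed difference of sperm or muscle genes can thus be read from these modules. Over all tissues jointly, module 5 with 137 probesets held 15 against 1.14 expected (exact test, adjusted p = 1.9e-12).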

Then, we studied whether any specific GO biological process was overrepresented in *all *genes for that module, i.e., not only those that showed high breed variability. Table 6 shows that each module was enriched in different GO processes. The largest module (number 4 in GONAM) was particularly enriched in spermatogenesis whereas the rest of the modules were 'specialized' in other processes, muscle functioning or development (modules 14 GONAM and 25 FATB) or several metabolic processes.

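The enriched testis module held 11 of 13 measured spermatid and sperm genes at a distance of 0.5, and the enriched backfat module held 29 of 30 striated muscle genes. In the hypothalamus a module of 88 probesets held 13 of the 100 of largest SDzbreed, where 0.733 were expected (exact hypergeometric test, adjusted p = 1.9e-11), and 5 of 14 genes for collagens and matrix. In the ovaries, module 2 at a height of 0.95 held 72 against 36.5 expected (adjusted p = 2.0e-12 from the same exact test). It also held 15 of 15 genes of antigen presentation. The 100 largest SDzbreed had a mean of 0.422 there, and 54 of 105 splits gave a breed ratio at least as large (exact permutation p = 0.514). No breed difference of the ovaries can thus be read from this module. The small module over all tissues held 4 of 8 ribosomal protein genes. Without the Youli male YLM19, a module of 104 probesets in backfat held 23 against 0.867 expected (exact test, adjusted p = 3.2e-25) with 25 of 29 striated muscle genes, and in the testes a module of 2873 held 60 against 23.9 (adjusted p = 5.8e-13) with 12 of 13 sperm genes.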

**Table 6:** Over represented Gene Ontology (GO) categories in modules with largest discrepancy between observed and expected number of probesets

**Tissue**	**Module**	**n_OBS_**	**n_EXP_**	**GO Name**	**P-value**	**FDR**
Male Gonad	4	47	5	Spermatogenesis	10^-5^	0.05

				Spermatid development	0.002	0.37

				Spindle organization	0.002	0.07

	14	13	2	Muscle cell differentiation	10^-5^	0.07

				Mitotic sister chromatid cohesion	10^-4^	0.32

				Negative regulation of transcription	0.003	0.77

	29	12	2	Aldehide metabolic process	0.003	0.34

				RNA metabolic process	0.006	0.34

				Glycogen metabolic process	0.007	0.34

Backfat	25	34	1	Striated muscle contraction	< 10^-5^	10^-4^

				Regulation of striated m. contraction	10^-4^	0.03

				Ventricular cardiac muscle morphogenesis	0.001	0.30

Module: The number of probesets per module is shown in Figure 2

n_OBS_: Number of probesets, among those with 100 highest SD_zbreed_, observed in the module

n_EXP_: Number of probesets expected in the module

FDR: false discovery rate

### Is there a link between breed and sex biased expressions?

The fact that gonads were the most sex biased tissue, and that the most variable genes between breeds were expressed in the male gonads, leads to the obvious question of whether the same genes are involved in both sex and breed biased expression. However, the relationship was not very strong. 

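ZPBP had an SDzbreed of 8.34 in the testes and a sex z-score of 16.3 in the gonads. Across all 23999 probesets, which are not independent replicates, SDzbreed in the testes and the absolute sex z-score in the gonads correlated at r = 0.389 (SE 0.032, r squared 0.151). Leaving out 1 animal gave from 0.360 to 0.400. For SDzbreed in other tissues against the same sex z-scores, r was 0.4928 in the ovaries, 0.262 in backfat, 0.226 in the thyroid gland, 0.209 in the hypothalamus and 0.187 in the adenohypophysis. Within the probesets past the FDR and higher in males r was 0.252, and within those higher in females it was 0.0124.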

The correlation between |z-sex_GONA_| and SD_zbreed, GONAM _across probesets was 0.38. This value is rather low, it corresponds to a coefficient of determination r^2 ^= 0.14. Figure 4 shows that there was not a constant relation between breed variability and differential sex expression in the gonads. 

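The 15 probesets of largest SDzbreed in the testes were all higher in testes than in ovaries, and 14 of these passed the FDR of 0.05 for sex. Their ranks by absolute sex z-score ran from 139 for ZPBP to 8419 for SPA17, and 0 of the 15 were among the 100 of largest sex z-score. CRISP2 had a sex z-score of 15.2, AQP8, a water channel, of 13.4 and PHF7, a histone reader of male germ cells, of 14.3. Of the 100 of largest SDzbreed in the testes, 83 had a sex z-score above 0, 68 passed as higher in males and 9 as higher in females, where 12.36% of all probesets passed as higher in males. Youli was the highest breed for 70 of the 100, Iberian for 15, Duroc for 9 and Large White for 6.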

Note, nevertheless, that the most variable genes (highest SD_zbreed_, encircled) were male sex biased, although they were not the *most *sex biased genes. Table 7 lists the 15 most breed variable genes in the testicles, together with their sex z-score. At least four genes, almost 25%, were directly involved in spermatogenesis. 

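Of the 15 probesets, 10 carried a gene symbol, and most of these genes are known from sperm. CRISP2 (SDzbreed 10.4), ZPBP (8.34), LDHC, the lactate dehydrogenase of sperm (8.30), PHF7 (7.89), PRM1 (7.60), ADAM2, a subunit of the sperm protein fertilin (6.35), and SPA17 (6.16) act in male germ cells. ALDH1A1, which makes retinoic acid (6.40), PEBP4 (6.28) and AQP8 (6.08) were the others. For CRISP2 the breed z-score was 11.6 in Youli, 6.25 in Large White, -8.66 in Duroc and -8.67 in Iberian testes. A probeset without a symbol was lowest in Youli testes, at -7.27. Among 8 genes of Table 7 found under their symbols, 4 were among the 100 of largest SDzbreed in the testes, and 3 were higher in testes than in ovaries by limma, also adjusted over the list alone. By breed in the testes, 0 of the 8 passed over all probesets by limma, 3 adjusted over the list alone and 3 unadjusted. The list was chosen by the study on these samples and is not independent evidence. AQP8 was at log2 7.60 in Large White, 7.41 in Youli, 3.68 in Duroc and 2.28 in Iberian testes (n = 2 or 3 each, adjusted p = 0.204 from limma).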

At least one gene (*MAP3K5*) was directly involved in the MAPKKK cascade, one of the overrepresented GO categories among sex biased genes (Additional File 3). 

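Of 11 measured genes of glycogen breakdown and synthesis, 3 were higher in testes and 0 in ovaries by limma, and 3 adjusted over the list alone (5 at an unadjusted p under 0.05), where 3608 of all 23999 probesets were higher in testes. As a list they did not pass by camera (p = 0.157; p = 0.166 with an estimated correlation). PHKB, the regulatory subunit of phosphorylase kinase, was at log2 9.49 ± 0.27 in 9 testes and 8.42 ± 0.25 in 7 ovaries (SD), a difference of 1.09 (SE 0.13, adjusted p = 6.7e-05 from limma). GYG1, the primer of glycogen, was at 9.54 ± 0.17 in testes and 8.10 ± 0.40 in ovaries (SD, adjusted p = 1.7e-05 from limma). The largest SDzbreed in the testes belonged to the probeset annotated as CRISP2.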

The most variable gene and that with highest sex bias was *PHKA*, a key regulatory enzyme of the glycogen metabolism. Note that, despite being located on chromosome X, this gene shows a marked male biased expression. Interestingly, it is known that chromosome X harbors an excess of sex biased genes [14].

**Table 7:** The 15 most variable genes among breeds in the male gonads together with their sex z-score.

**Name**	**Gene/Probeset**	**GO biological process**	**SD_zbreed, GONAM_**	**z_sex, GONA_**
Phosphorylase kinase, alpha 1	*PHKA1*	Muscle glycogenosis (X located)	9.1	15.0

Cysteine-rich secretory protein 1	*CRISP1*	Spermatogenesis	8.5	14.7

Mitogen-activated protein kinase kinase kinase 5	*MAP3K5*	MAPKKK cascade, apoptosis	8.4	14.0

Lysosomal associated protein transmembrane 4 beta	*LAPTM4B*	Transport	7.3	6.3

Caspase 8, apoptosis-related cysteine peptidase	*CASP8*	Apoptosis	7.3	16.3

Y box binding protein 2	*YBX2*	Spermatogenesis	7.1	5.1

coiled-coil domain containing 71	*CCDC71*	-	7.0	14.2

Protamine 1 (testis specific)	*PRM1*	Spermatogenesis	6.8	9.9

Unknown	Ssc.18340.1.A1_at	-	5.9	9.4

Progestin and adipoQ receptor family member VII	*PAQR7*	Steriod binding	5.8	9.0

Aldehyde dehydrogenase 1 family, member A1	*ALDH1A1*	Aldehide metabolic process	5.8	4.2

Protein phosphatase 1E	*PPM1E*	Protein amino acid dephosphorylation	5.8	7.7

Sperm autoantigenic protein 17	*SPA17*	Spermatogenesis, fertilization	5.7	1.7

Aquaporin 8	*AQP8*	Water transport	5.7	12.8

Unknown	Ssc.11206.1.A1_at	-	5.7	3.9

SD_zbreed, GONAM _is the standard deviation of breed z-scores in the male gonads, where the breed z-score is a standardized measure of the expression level in each breed; z_sex, GONA _is the sex z-score, a standardized measure of expression difference between sexes. A positive value indicates a male overexpression with respect to females.

**Figure 4:**
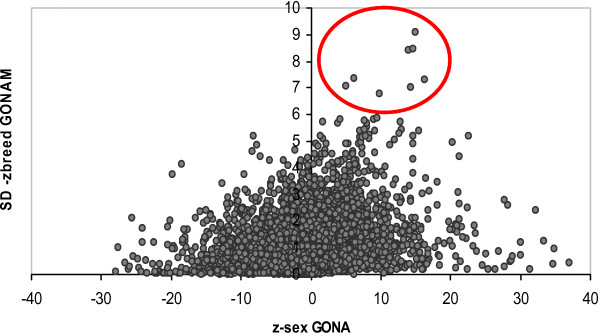
**Sex bias vs. variability of breed z-scores in male gonads**. In abscissas, the sex z-score in gonads; in ordinates, the standard deviation of breed z-scores in the male gonads, i.e., a probeset with a high ordinate value is a probeset whose expression level in testicles varied largely between breeds. Each dot corresponds to a different probeset. The probesets encircled are those with largest variability across breeds which, as can be seen, are male biased but are not the most sex biased.

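Of the 29 probesets variable between breeds in at least 4 tissues, 17 had a sex z-score above 0 over all tissues and 12 below, and 14 passed the FDR of 0.05 for sex, 7 of these higher in males. Of all 23999 probesets 58.94% had a sex z-score above 0. DDX39B had a sex z-score of 8.40. Between testes and ovaries 1 of the 9 Table 5 genes found under their symbols passed, and 0 adjusted over the list alone by limma (2 at an unadjusted p under 0.05): PEMT, which makes phosphatidylcholine, higher in testes by log2 0.55 (SE 0.17, adjusted p = 0.0277), which passed in 11 of 16 cases when 1 animal was left out, with 0.0744 without YLF21 as the highest adjusted p. The study chose this list on these samples, so that it is not independent evidence.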

As for the most variable genes across several tissues (Table 5), there was an excess of male biased genes, except *ROCK1*, all were overexpressed in males. Again, they were not the most sex biased genes. Note that none of the 15 most variable genes among breeds in the male gonads (Table 7) were also present in Table 5, that is, the most variable genes among breeds in the gonads were not the most variable across all tissues. To summarize, the most variable genes among breeds were predominantly male biased. However, the most variable genes were not the most sex biased. An important percentage of the most variable genes were involved in spermatogenesis (Table 7), suggesting that artificial selection targets this biological process, either directly or indirectly.

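The transcripts of spermatids were abundant in some testes and near the background in others. The mean of the 13 spermatid and sperm genes was log2 9.68 in the Youli testis YLM19, 8.66 in YLM20 and 3.96 in YLM18. In Large White testes it was 7.73 in LWM02 and 4.40 in LWM04. In Duroc testes it was 3.35 in DUM15 and 2.88 in DUM12, and in Iberian testes 3.14 in IBM23 and 2.93 in IBM24. The 7 genes of meiosis ran the same way between animals, at 7.33 in YLM19, 6.90 in YLM20, 6.72 in LWM02 and between 3.60 and 5.06 in the others. By camera the spermatid list was higher in Youli testes (median 3.60, p = 7.5e-06; p = 0.193 with an estimated correlation) and lower in Duroc (median -2.51, p = 5.5e-05; p = 0.234) and Iberian testes (p = 0.0050; p = 0.390). Leydig cell genes were higher in Iberian testes (median 0.98, p = 6.9e-08; p = 0.101 with an estimated correlation) and lower in Large White testes (p = 1.1e-06; p = 0.130). By limma 0 of the 14 Leydig cell genes passed by breed, 7 adjusted over the list alone and 7 unadjusted. Of the 13 spermatid genes 0 passed, 0 also adjusted over the list alone and 2 unadjusted. Of the 7 meiosis genes 0 passed, 0 also adjusted over the list alone and 3 unadjusted. Among the 100 of largest SDzbreed in the testes were 9 of 13 spermatid and 3 of 7 meiosis genes. From the share of sperm genes in Table 7, the paper proposes that artificial selection acts on spermatogenesis.

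**Figure D5:**
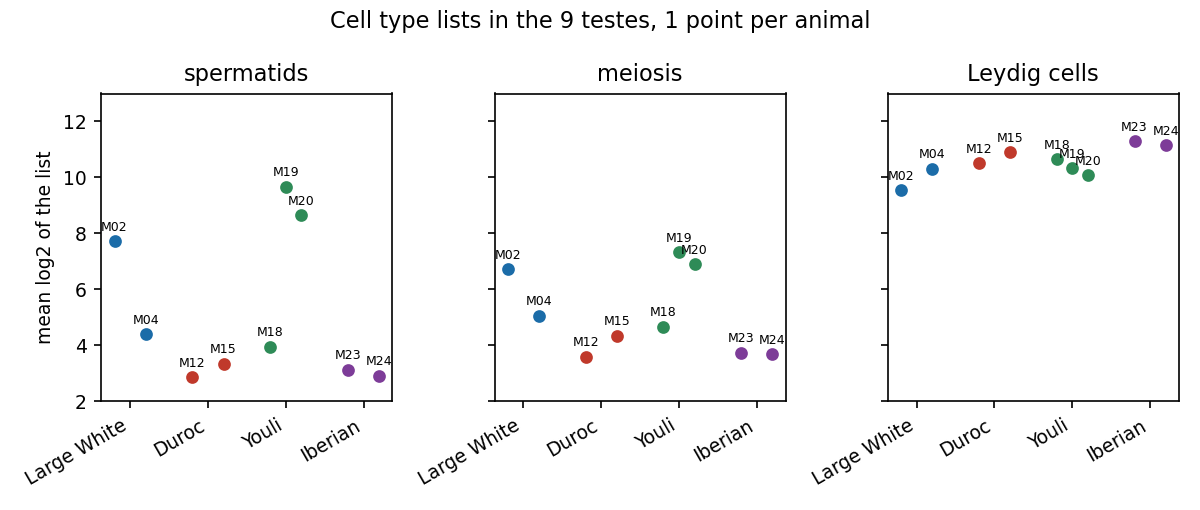
Mean expression (log2) of the spermatid, meiosis and Leydig cell lists in the 9 testes by breed; each point is an array, labelled by animal. On the spermatid list YLM19, YLM20 and LWM02 lie at 7.73 or more, and the other 6 testes at 4.40 or less.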

## Discussion and Conclusion

Animal breeding has resulted in breeds that are extremely diverse for a large number of traits. These phenotypic differences are influenced by DNA variants and mediated by distinct transcriptome programmes across breeds. The dissection of the transcriptome breed differences will thus largely illuminate the physiological and genetic causes underlying artificial selection and breed differentiation. Here we reasoned that many changes observed in target selection tissues, i.e., muscle and fat, might actually be due to signals external to the tissue itself, notably through the endocrine system. In addition, and despite the relevance of the endocrine system in animals, the knowledge of its transcriptome is rather scarce.

Among the many statistical approaches employed to analyze microarrays e.g. [15], here we have adopted a Bayesian approach that is closely related to mixed model methods [16]. The main advantages of these approaches are their modeling flexibility while allowing the whole dataset to be analyzed simultaneously. Both characteristics are important to contrast a number of biological hypotheses with a minimum standard error and, consequently, maximum power. In addition the Bayesian method provides an exact measure of error for variances and variance ratios, whereas convolute approximations are needed in the classical mixed model method. There are also potential hindrances in the analyses reported here. The main one is that variance homogeneity is assumed, unaccounting for differences in variability across probes other than the effects included in the model. For instance, a gene whose expression level is very low across all tissues is less variable than a gene expressed in some tissues and switched off in another tissues. There is a rich literature on heteroskedasticity, especially within the Bayesian paradigm. However, accounting for variance heterogeneity obliges to fit a distinct variance for a gene or a group of genes, which can be extremely hard to compute given the large number of genes in microarrays. An alternative is to analyze each gene separately, but this is also undesirable because many parameters are estimated and the risk of false positive increases.

Nevertheless, the models used here fitted the data quite well, as evidenced by the high heritabilities reported (Table 1), an there are several relevant conclusions that can be drawn from our study. First, we show that probeset is by far the most influential factor, accounting for at least 85% of total variability, whereas tissue explains in the order of 10%. Breed and sex contribute only marginally to total variance in the transcriptome. There are no differences across breeds nor between sexes in this respect. These results agree extremely well with a previous study from our group, although there we employed a different statistical methodology and we analyzed 16 tissues in a smaller number of animals (four) [3]. Although sex and breed were, globally, much less relevant than the probeset effect, sex and breed do influence largely the expression of a subset of genes: those with most extreme z-scores.

Also importantly, we report a strong link between sex – bias and breed variability, which is not caused by large differences in reproductive development (Table 2). The male gonad is the tissue with largest breed heritability ($h_{PB}^{2}$, Table 1). This result is coherent with several independent observations. First, many of the genes that have been identified as undergoing selection in the human and other species are involved in spermatogenesis [17-19]. It is plausible then that artificial selection and breed divergence, which operates through the same mechanisms as evolution, affects also spermatogenesis. Second, modern breeding in livestock targets primarily the male because a sire can leave much more offspring than a dam, and thus selection intensity is usually much higher in males than in females. This would help to explain why sex biased and breed biased genes partially overlap (Table 7, Figure 4). And third, recent work in Drosophila [20] and references therein have confirmed that sex biased genes exhibit a faster rate of evolution than non biased genes; in addition, male biased genes show a stronger signal of adaptive selection than female biased genes. Nevertheless, although the most breed – biased genes tend to be also sex biased, the most sex biased genes are not among the most breed biased genes. Thus, these two phenomena are inextricably but only partially linked. Similarly, not all genes among those with largest breed – variability are involved in spermatogenesis (Table 7, Additional File 5). Thus, the high breed heritability in the male gonads cannot be explained solely by changes in spermatogenesis. This is certainly an area meriting further research.

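With the preset correlation, genes of antigen presentation were higher in Duroc testes than in the other breeds (median log2 0.69, camera p = 1.9e-05; p = 0.159 with an estimated correlation), as were immediate early and heat shock genes (p = 3.9e-05; p = 0.109). By limma 0 of 15 immediate early and heat shock genes passed by breed, 3 adjusted over the list alone and 3 unadjusted, and of 11 Sertoli genes 0 passed, 2 adjusted over the list alone and 4 unadjusted. Cell cycle genes were lower in Iberian testes (p = 0.0060; p = 0.333 with an estimated correlation). The anti-Müllerian hormone AMH, which falls as Sertoli cells mature, was at log2 10.31 in Duroc and 10.03 in Iberian testes and at 8.09 in Large White and 7.23 in Youli testes (n = 2 or 3 each, adjusted p = 0.533 from limma). For AGT the difference of Iberian testes from the other breeds was 1.11 (adjusted p = 0.201 from limma).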

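In backfat 3 animals stood apart on the striated muscle genes: the mean over 30 genes was log2 12.97 in the Youli male YLM19, 8.17 in the Duroc female DUF14 and 8.01 in the Duroc male DUM12, and at most 5.06 in the other 13 animals. The fast myosin MYH2 was at 15.55 in YLM19, where the median of the other 15 animals was 3.46, and MYL1, a myosin light chain, was at 14.65 against 2.17. The mean of the adipocyte list was 7.84 in YLM19 and between 8.75 and 9.97 in the other 15. Of the 7 myogenesis regulators, 0 differed between testes and ovaries by limma, 0 also adjusted over the list alone (1 at an unadjusted p under 0.05), and of 30 striated muscle genes 4 did, 2 in each direction, and 4 adjusted over the list alone (7 unadjusted). The creatine kinase CKM was higher in testes by 3.56 (SE 0.45) and the tropomyosin TPM2 had a difference of -2.05 (SE 0.24). Without YLM19, 18 of 30 striated muscle genes were still among the 100 of largest SDzbreed in backfat.

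**Figure D6:**
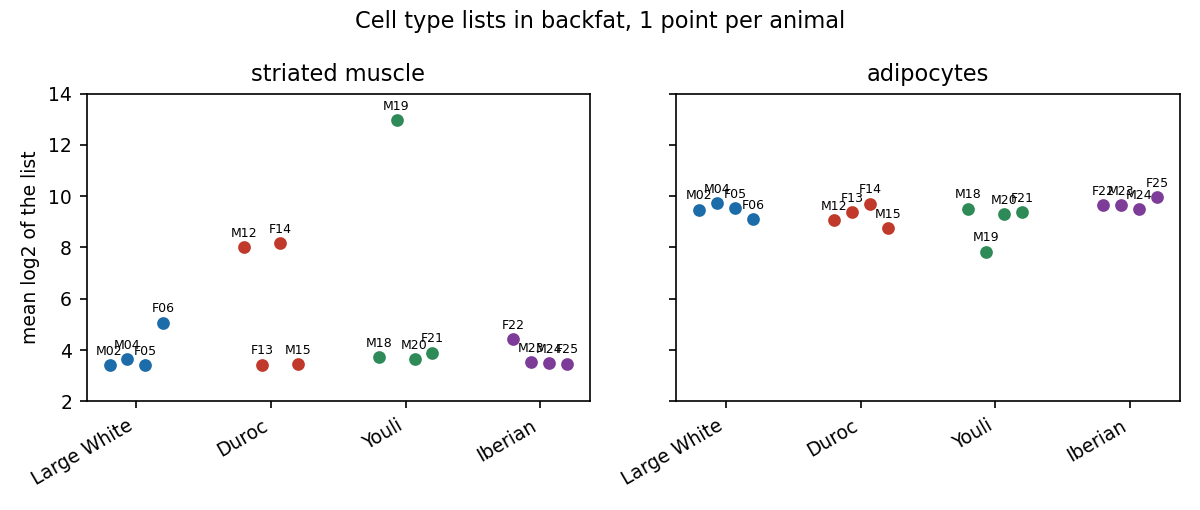
Mean expression (log2) of the striated muscle and adipocyte lists in backfat of the 16 animals by breed; each point is an array, labelled by animal. YLM19 is highest on the muscle list (12.97) and lowest on the adipocyte list (7.84).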

A worth noting observation is an elevated number of myogenesis related processes among genes involved in breed differentiation (Table 7). The muscle – the major component of the meat – is the tissue that has been the main target of artificial selection in the pig. We have previously shown [3] that a number of genes involved in myogenesis were differentially expressed in both tissues. Thus, the excess of muscle development genes in fat and gonads might simply reflect a pleiotropic change caused by a primary effect in muscle. Thus, our initial hypothesis that breed transcriptome differences might affect primarily the endocrine system should be reevaluated, as is not fully supported by our experimental results. In fact, it is quite remarkable that both sex and breed differences at the hypothalamus, one of the key endocrine organs, is smaller than in the rest of tissues studied (Table 3, Additional File 4). 

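Of 14 neuropeptide genes, 5 were among the 100 of largest SDzbreed in the hypothalamus, and by camera with the preset correlation the list was lower in Large White (median log2 -1.06, camera p = 6.1e-04; p = 0.121 with an estimated correlation) and higher in Iberian pigs (median 1.02, p = 0.0017; p = 0.152). By limma 0 of the 14 passed by breed, 0 also adjusted over the list alone and 3 unadjusted. The Youli male YLM18 had a mean of 5.13 over this list, where the other Youli pigs lay between 7.30 and 7.33. AMPK subunit PRKAB2 was higher in Large White hypothalamus by 1.35 (SE 0.17), and FGL2, a prothrombinase of immune cells, was lower there by a difference of -0.95 (SE 0.14) (adjusted p = 0.0277 and 0.0203 from limma). PRKAB2 passed in 9 of 16 cases when 1 animal was left out, with 0.0652 without DUM15 as the highest adjusted p.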

Certainly, the endocrine system plays a fundamental role in animal's physiology and consequently in breed and sex differences, but may be transcriptome differences are more pronounced at development stages other than that studied here or affect a very small subset of genes.

As expected in the light of previous research in the pig and in other species, e.g., [3,7,21], we find extensive evidence of sex biased probesets. Not surprisingly, the gonads are the most sex biased tissue overall (Table 3, all data are in additional file 2). Globally, the most sex biased genes are also sex biased across a range of tissues, except in the gonads (Table 4, low triangular, and Figure 3). Most sex biased genes in Table 4 were identified previously by us and by an independent group, and some were confirmed by quantitative real time PCR [3,10]. 

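Of the genes of gonadal development the paper names, LHX9 and SOX9 were higher in testes than in ovaries. SOX9, the factor that directs Sertoli cells, was at log2 5.68 ± 0.30 in 9 testes and 2.35 ± 0.09 in 7 ovaries (SD), a difference of 3.36 (SE 0.12, adjusted p = 2.4e-09 from limma; sex z-score 12.3). LHX9, a homeobox factor of the early gonad, was higher by 1.99 (SE 0.32, adjusted p = 6.1e-04 from limma; z-score 7.32). AMH was at 8.73 ± 1.89 in testes and 6.94 ± 2.37 in ovaries (SD), a difference of 2.03 (SE 1.06, adjusted p = 0.186 from limma; z-score 6.87). GATA4, a zinc finger factor of gonadal somatic cells, had a difference of 1.53 (SE 0.88, adjusted p = 0.235 from limma), with z-scores of 5.90 and 5.63 for its probesets. In the ovary IBF25, AMH was at 1.69 and GATA4 at 2.12, where the other 6 were at 7.15 or more. Without it the difference was 1.11 (adjusted p = 0.269) for AMH and 0.60 (adjusted p = 0.0322 from limma) for GATA4. For SOX9 the z-score was -1.90 in the thyroid gland and -0.64 in the hypothalamus. Of the 6 listed genes measured, 3 passed, 2 higher in testes, and 3 adjusted over the list alone, which is not independent evidence as the study chose the list on these samples.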

Several of the gonad sex biased genes identified here are known to be involved in gonadal development in mice and pigs [22,23], like *LHX9*, *PODL*, GATA4, *AMH *(z_sex _= 6.7 in gonads, z_sex _~ 0 in the rest of tissues), *SOX9 *(z_sex _= 12.0 in gonads, ~0 in the rest of tissues). In contrast, we do not find any sex bias for sex determining region (*SRY*, z_sex _= 0.08), which initiates the sex differentiation cascade, probably because its temporal expression is very narrow, 10 – 12 days post coitum in the mouse [22]. 

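The SRY probeset stayed at the background in both kinds of gonad. It was at log2 2.02 ± 0.06 in the 9 testes and 2.01 ± 0.04 in the 7 ovaries (SD), a difference of 0.02 (SE 0.03, adjusted p = 0.649 from limma), with a sex z-score of 0.106.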

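In the gonads FST had sex z-scores of -27.2 and -17.2 for its probesets. For the former probeset the z-score in the thyroid gland was 1.69. The mean over the 7 ovaries was log2 9.62 ± 3.33 and over the 9 testes 2.22 ± 0.15 (SD). FST is also on the list of gonadal development genes, where it was the one higher in ovaries.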

Follistatin, a glycoprotein forming part of the inhibin-activin-follistatin axis that plays an important role in follicular development within the ovary, is highly overexpressed in ovary (z_sex _= -16.7) but no significant bias appears in the rest of tissues analyzed. The most female biased gene, nonetheless, is protein tyrosine phosphatase receptor type M (*PTPRM*), an important signaling molecule that regulates cell growth and differentiation. This gene was already identified in a previous study [3] as being also strongly female biased.

As genes work coordinately and thus their expression levels are correlated, considering gene modules should be a more powerful approach than analyzing each gene separately. We observe that connectivity varies across tissues (Figure 2) and that the least connected transcriptome occurs when gonads of both sexes are jointly analyzed. This is likely a result of large heterogeneity in expression patterns between ovaries and testicles even before puberty. But, for our purposes, the main use of detecting modules was combining expression bias and connectivity in order to increase power and discover more subtle signals that may not be evident when studying each gene in isolation [24]. Several approaches can be envisaged to attain this. Here, first we identified sets of highly correlated genes (modules) within each tissue using standard techniques [25], followed by an assessment of whether any module was enriched in breed biased genes. Finally, we looked for over represented gene ontologies among all genes in that module. We found that different modules were enriched in specific ontologies (Table 7), reflecting the modularity of gene expression. Importantly, we identify a series of biological processes (spermatogenesis, muscle differentiation and several metabolic processes) that have been the likely target, direct or indirect, of artificial selection. The next logical step will be to verify whether genes that have been the target of selection (showing evidence, e.g., of a selective sweep) in the pig are enriched in these gene ontologies. At least in humans, there a significant excess of genes undergoing natural selection are involved in spermatogenesis [26].

## Methods

### Animal material

Sixteen animals, four from each of four breeds, Large White (LW), Duroc (DU), Youli (YL) and Iberian (IB) piglets were sampled. These breeds represent a wide genetic variability in current pig breeding schemes. There were two males and two females per breed except in Youli, represented by three males and one female. Animals were bought from three breeding companies and transferred to the University experimental farms at weaning, i.e., aged one month approximately. Pigs were housed simultaneously, fed the same diets during the fattening period, that lasted two months, and were weighed at weekly intervals. At the time of slaughter, the average ages were 87, 83, 80 and 89 days for Large White, Duroc, Youli and Iberian pigs, respectively. Their mean live weights at that time were 27.2 (LW), 23.1 (DU), 18.9 (YL) and 17.4 kg (IB).

Animals were euthanized, after 24 h fasting, by an overdose of intravenous sodium thiobarbital. At necropsy, tissue samples were collected, snap frozen in liquid nitrogen and stored at -80°C. The average time gap between euthanasia and tissue collection was ~15 minutes, maximum time was 25 minutes. The tissues collected were hypothalamus (HYPO), adenohypophysis (AHYP), which was separated from the neurohypophysis, thyroid gland (THYG), gonads (GONA) from both sexes, males (GONAM) and females (GONAF), and back fat tissue (FATB). The hypothalamus included the mamillary body and grey tubercle but excluded the chiasma opticum. Throughout this work, each sample was identified by the acronym of the tissue followed by the animal id, e.g., FATB_LWF1 refers to back fat tissue from female 1 Large White. All procedures were approved by the Ethical and Animal Welfare Committee of the *Universitat Autònoma de Barcelona*, in accordance with the guidelines of the Good Experimental Practices.

### RNA extraction and microarray hybridization

Total RNA was extracted from 100 mg tissue using the RiboPure™ kit (Ambion, Austin, USA) according to the manufacturer's protocol. RNA was quantified with the NanoDrop ND-1000 spectrophotometer (NanoDrop Technologies, Wilmington, USA) and the RNA integrity was assessed by Agilent Bioanalyser 2100 and RNA Nano 6000 Labchip kit (Agilent Technologies, Palo Alto, USA). Due to high variation in concentrations of the total RNA obtained in different tissues, all samples were concentrated and cleaned using the RNAeasy MiniElute Cleanup kit (Qiagen, Basel, Switzerland) obtaining final concentrations between 500 and 1000 ng/μl.

A total of 80 microarrays (16 animals × 5 tissues) were hybridized and scanned at the *Institut de Recerca Hospital Universitari Vall d'Hebron *(Barcelona, Spain). Briefly, the cDNA synthesis was undertaken with 5 μg of total RNA, labelled with biotin and hybridized to individual high-density oligonucleotide microarray chips (GeneChip^® ^Porcine) from Affymetrix (Santa Clara CA) containing a total of 23,935 probeset sets, representing 20,201 *Sus scrofa *genes, 11,265 of these genes were annotated by Tsai et al. (2006). The hybridization was done according to Affymetrix standard protocols and microarray expression data were generated with GeneChip Operating Software (GCOS). As the annotation provided by the manufacturer is not too detailed, the results in this work are based in the annotation developed by [27]. The complete data set, both GCRMA and original CEL files, are available at Gene Expression Omnibus (GEO) under accession number GSE14739. The original material, tissue conserved at -80 C, is also available on request. Contact the authors for details.

### Data processing and statistical analysis

Quality control of CEL files was done with the *Affy *package of bioconductor [28]: RNA degradation and the raw data distribution were ascertained. All CEL files were normalized simultaneously with the GCRMA procedure [29]. After normalization, a Bayesian approach was adopted for statistical inference. The full model employed was:

(1) *y*_*ijkgl *_= *Tissue*_*i *_+ *Breed*_*j *_+ *Sex*_*k *_+ *Probeset*_*g *_+ *PT*_*gi*_*+ PB*_*gj *_+ *PS*_*gk *_*+ e*_*ijkgl*_,

where *PT*, *PB *and *PS *stand for the probeset × tissue, probeset × breed and probeset × sex interactions, respectively. The subscript *l *refers to l-th individual. In the Bayesian paradigm, all effects are random. Here we used uninformative flat priors for all parameters. We defined the following heritabilities or ratios of variances: $h_{PT}^{2}\;=\;\sigma_{PT\;}^{2}/\;\sigma_{Y\;}^{2}$, $h_{PB}^{2}\;=\;\sigma_{PB\;}^{2}/\;\sigma_{Y\;}^{2}$, $h_{PS}^{2}\;=\;\sigma_{PS\;}^{2}/\;\sigma_{Y\;}^{2}$ and $\sigma_{Y\;}^{2}=\;\sigma_{P\;}^{2}+\;\sigma_{PT\;}^{2}+\sigma_{PB\;}^{2}+\sigma_{PS\;}^{2}+\sigma_{\text{e}}^{2}$, where the denominator is the total phenotypic variance, i.e., ${\left({\sum_{j=1,4}\left[z_{gj}-{\bar{z}}_{g}\right]}^{2}/3\right)}^{1/2}$. We also analyzed data subsets, e.g., only females or males, or each breed or each tissue separately. In these instances, appropriate effects were deleted from model (1), e.g., *Sex *and *PS *are removed when data from a single sex are analyzed. Bayesian analyses were carried out using standard theory [30]. A Gibbs sampling approach was performed with a home made program (A. Legarra, INRA, France, personal communication). Priors were flat bounded between two very large numbers (-10^6 ^– 10^6^); given the large amount of data, priors should have a minor influence here. We employed 10,000 iterates with 2000 burning initial iterates and discarding every 50 to minimize autocorrelation. Note that the dimension of the system in (1) is huge, it used 23,935 probesets × 80 samples ~ 1.9 10^6 ^records and contained 287,229 equations. Total CPU time was in the order of three days on a Linux Itanium server. Most of time was spent reading the data and building the equations via linked lists rather than in the Gibbs sampling process itself.

Bayesian methodology offers several advantages over more traditional least square or maximum likelihood approaches and these will not be discussed here [30,31]. It suffices to mention that the output of the Gibbs sampler are values that follow the marginal posterior distribution of each of the t parameters in the model, p(θ_t_|y), and thus it is straighforward to compute any desired statistics from that distribution taking into account uncertainty on the rest of parameters in the model. Here we report the mean and SD of the posterior distributions of the random components ratios (*h*^2^). We also defined the Bayesian z-score that, in analogy to the usual z-score, was obtained from E(θ_t_|y)/SD(θ_t_|y). We computed sex and breed z-scores; the sex z-score for g-th probeset is E [(*PS*_g1 _- *PS*_g2_)|y]/SD [(*PS*_g1 _- *PS*_g2_)|y] where subscripts 1 and 2 refer to males and females, respecively. Similarly, the j-th breed z-score for g-th probeset is defined as *z*_*gj *_= E(*PB*_gj_|y)/SD(*PB*_gj_|y). A rough measure of how much the expression varies across breeds is computed as the standard deviation of the breed Bayesian z-scores, i.e., for probeset g SD_zbreed, g _= $h_{P}^{2}$. We also computed an analogous False Discovery Rate statistics [32]. We obtained this from the sex Bayesian z-scores; given that these z-scores follow a N(z-score,1) distribution, we can compute the probability that z-score > 0 and assimilate these to P-values. The complete list of z-scores is available at additonal files 4 and 5. Thoroughout, we employed dendrograms to visualize multivariate results using the *hclust *R function. The distance chosen was one minus the Pearson correlation (r) across variables, this distance is bound between 0 (r = 1) and 2 (r = -1).

As genes function in concerted action, which is best described by networks, we studied differential connectivity and checked whether most differentially expressed genes belonged to a specific group of highly co-regulated genes (a module). To do that, we characterized the number of modules using the approach in [25] employing distance 1-r and a cut level of 95%; the minimum number of probesets per module was set to 30. Due to computing constraints, we analyzed only the 12,000 probesets with higher SD than the median. We identified modules using all data jointly or for each tissue separately. For gonads, we did the analysis with both sexes pooled and within sex. In order to identify a potential connection between modularity and bias (differential expression), we studied whether any of the modules contained a larger number of probesets than expected. Suppose a list of n_d _probesets are either breed or sex biased, and, among them, a subset of n_OBS _probesets belong to module j. In addition, suppose that n_j _is the total number of probesets in the module j. The expected number of probesets in the module is simply n_EXP _= n_d _× n_j_/12,000 (because we have selected 12,000 probesets). This value is corrected when not all n_d _probesets are among the 12,000 employed for the module analysis. We computed the chi-squared statistics, (n_OBS _- n_EXP_)^2^/n_EXP_, and the associated P-values. We did this for each module and tissue separately.

Gene ontologies and GO over representation were analyzed with onto-tools [33].

### Hormonal measurements

Hormonal concentrations were measured in duplicate in plasma using commercial testosterone (EIA #402510, Neogen Corporation, Lexington, USA), estradiol (EIA #402210, Neogen Corporation) and progesterone EIA kits (EIA #402310, Neogen Corporation). All assays were conducted following the manufacturer's protocol. The assays were validated for pig plasma by demonstrating that serial dilutions of plasma were parallel to the displacement curve for the reference standards. Hormone standards spiked with pig plasma produced accurate results of hormone recovery (102.0 ± 3.6% to 106.5 ± 9.2% in 12 assays, *r*^2 ^= 0.97).

## Availability

The data used in this study have been deposited in GEO under accession number GSE14739. The original material (tissue frozen at -80 C) is also available on request. Contact the author for details.

## Abbreviations

DU: Duroc pig breed; FDR: False Discovery Rate; GO: Gene Ontology; HPT: hypothalamic-pituitary-thyroid axis; HPTA: hypothalamic-pituitary-gonadal axis; IB: Iberian pig breed; GCRMA: GC Robust Multiarray Average; LW: Large White pig breed; QRT-PCR: Real Time Quantitative Reverse Transcription Polymerase Chain reaction; SD: standard deviation; UPGMA: Unweighted Pair-Group Method with Arithmetic Mean; YL: Youli pig breed.

## Authors' contributions

All carried out research; MPE conceived research, analyzed data and wrote the manuscript; MLB supervised dissection and co-wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Tissues sampled.** Click here for file

Additional file 2 **Complete list of sex z-scores for every tissue.** HYPO: Hypothalamus; AHYP: adenohypophysis; THYG: thyroid gland; GONA: gonads; FATB: backfat. Yellow underlined probesets correspond to the 100 most sex biased in each tissue. Click here for file

Additional file 3 **Over represented Gene Ontology (GO) categories among the 1700 most sex biased genes in gonads.** Click here for file

Additional file 4 **Means (SD) of the standard deviations of breed Bayesian z-scores.** Click here for file

Additional file 5 **Complete list of breed z-scores in each tissue.** LW: Large White; DU, Duroc; YL, Youli; IB, Iberian; HYPO: Hypothalamus; AHYP: adenohypophysis; THYG: thyroid gland; GONA: gonads; FATB: backfat; SD, standard deviation of breed z-scores for each breed and tissue. Click here for file

# Supplementary material for: Impact of breed and sex on porcine endocrine transcriptome: a bayesian biometrical analysis
**Source:** BMC Genomics. 2009 Feb 24;10:89. doi: 10.1186/1471-2164-10-89
**Supplement:** Additional file 1 — Tissues sampled.

**Additional File 1.- Tissues sampled.**

| **Tissue** | **Abbreviation** | **Hormones secreted, general endocrine role** | **Sampling details** |
| --- | --- | --- | --- |
| Hypothalamus | HYPO | Release and release-inhibiting hormones (control AHYP), CRH, TRH, GHRH, SS, GnRH, Dopamine, MSH-IH | Including mammilary body and grey tubercle |
| Adenohypophysis  (anterior pituitary) | AHYP | Prolactin, growth hormone, MSH, ACTH, FSH, LH, ... | Whole gland, separated from neurohypophysis |
| Thyroid gland | THYG | Thyroid hormones (control metabolism level), calcitonin | Part of the gland |
| Gonad | GONA | Estrogens, progesterone, testosterone | Part of the organ |
| Back fat tissue | FATB | Leptin (targets hypothalamus) | Fat from lumbar region |

# Supplementary material for: Impact of breed and sex on porcine endocrine transcriptome: a bayesian biometrical analysis
**Source:** BMC Genomics. 2009 Feb 24;10:89. doi: 10.1186/1471-2164-10-89
**Supplement:** Additional file 3 — Over represented Gene Ontology (GO) categories among the 1700 most sex biased genes in gonads.

**Additional File 3 : Over represented Gene Ontology (GO) category in the 1700 most sex biased genes in gonads**

| **GO ID** | **GO Name** | **P-Value** | **FDR** |
| --- | --- | --- | --- |
| GO:0007275 | multicellular organismal development | 2×10-05 | 0.04 |
| GO:0007155 | cell adhesion | 3×10-04 | 0.28 |
| GO:0007584 | response to nutrient | 4×10-04 | 0.28 |
| GO:0030199 | collagen fibril organization | 0.001 | 0.60 |
| GO:0008015 | circulation | 0.001 | 0.60 |
| GO:0007283 | spermatogenesis | 0.002 | 0.60 |
| GO:0006412 | translation | 0.003 | 0.66 |
| GO:0006512 | ubiquitin cycle | 0.005 | 0.66 |
| GO:0007595 | lactation | 0.005 | 0.66 |
| GO:0006397 | mRNA processing | 0.005 | 0.66 |
| GO:0000165 | MAPKKK cascade | 0.007 | 0.66 |
| GO:0007010 | cytoskeleton organization & biogenesis | 0.007 | 0.66 |
| GO:0008584 | male gonad development | 0.007 | 0.66 |
| GO:0030154 | cell differentiation | 0.007 | 0.66 |

FDR: False discovery rate

# Supplementary material for: Impact of breed and sex on porcine endocrine transcriptome: a bayesian biometrical analysis
**Source:** BMC Genomics. 2009 Feb 24;10:89. doi: 10.1186/1471-2164-10-89
**Supplement:** Additional file 4 — Means (SD) of the standard deviations of breed Bayesian z-scores.

**Additional File 4. Means (SD) of the standard deviations of breed Bayesian z-scores .**

|  | Tissue | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Probes | All | HYPO | AHYP | THYG | GONA | GONAM | GONAF | FATB |
| All | 0.82 (0.76) | 0.25 (0.32) | 0.38 (0.45) | 0.41 (0.48) | 1.86 (2.12) | 0.56 (0.63) | 0.10 (0.10) | 0.43 (0.48) |
| Largest 100 | 6.27 (2.14) | 2.34 (0.39) | 3.38 (0.62) | 3.57 (0.68) | 13.56 (1.16) | 4.92 (1.00) | 0.60 (0.03) | 3.47 (0.47) |

How the deposited data were processed for this re-analysis (not part of the article)

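The authors normalized the arrays of all tissues together with GCRMA, and the deposited log2 values were used without a further transformation. The matrix has 24123 probesets and 80 arrays, of which 124 control probesets were left out and 23999 kept. Gene symbols came from the annotation of the array: 10069 probesets have 1 symbol, 198 several and 13732 none, giving 6765 symbols, and 9961 of the probesets with 1 symbol matched a gene name of the reference genome. Arrays were assigned to animals by the title of the sample, since the paper identifies samples by tissue and animal. In the thyroid gland 11 of 16 titles conflicted with the breed and sex fields. Whether arrays of an animal pair across tissues was checked over 200 probesets: in each tissue 16 of 16 arrays were nearest to their own animal, with a mean r of 0.826 in the hypothalamus, 0.898 in the adenohypophysis, 0.871 in the thyroid gland, 0.665 in the gonads and 0.822 in backfat, so that the pairing was kept.

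Variance ratios come from the model of the paper with probeset, probeset × tissue, probeset × breed, probeset × sex and residual terms, fitted by restricted maximum likelihood. Sex and breed z-scores are best linear unbiased predictions divided by their posterior SD, SDzbreed is the SD of the 4 breed z-scores of a probeset, and FDR calls use two-sided normal p-values. The SE of a ratio or of a correlation is a jackknife SE from leaving out each animal in turn, and correlations across probesets carry no p because probesets are not independent replicates. In limma 3.58.1 each tissue was tested for sex with breed as covariate and for breed with sex as covariate, with eBayes and Benjamini-Hochberg adjustment at 0.05, two-sided for sex and by the moderated F for breed. For all tissues jointly the mean of the 5 tissues of each animal was tested. An alternative used the 80 arrays with duplicateCorrelation and the animal as replicate block, whose consensus correlation was 0.0504. The sex difference in gonads was also tested against that in the mean of the other tissues of the same animal. The variance ratio by breed in testes and ovaries was tested by exact permutation of the breed labels, one-sided. The counts for sex, for tissue and for breed in groups of at least 3 arrays were compared with 100 random splits of the same arrays into groups of the same sizes, and those for breed within testes or ovaries and for the interaction were not. Modules come from average linkage on 1 - r over the 12000 most variable probesets, divided at a height of 0.95, with at least 30 probesets per module and enrichment by an exact hypergeometric test.

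The lists of genes were: Y-linked, X-inactivation and escape, spermatogonia, spermatocytes (meiosis), spermatids and sperm, Sertoli cells, Leydig cells and steroidogenesis, smooth muscle and peritubular myoid cells, epididymis, oocyte, granulosa and ovarian somatic cells, striated muscle, myogenesis regulators, glycogen metabolism, lipogenesis and adipocyte, adenohypophysis hormones and receptors, hypothalamus neuropeptides, thyroid follicular and C cells, parathyroid and thymus, immunoglobulin and lymphocytes, antigen presentation (MHC), interferon response, immediate early and heat shock, red blood cells, cell cycle, collagens and extracellular matrix, apoptosis and ribosomal proteins. From the paper came the genes of gonadal development, of the MAPKKK cascade, the sex-biased genes named in its text and the genes of its Tables 5 and 7. A list of reproductive tract epithelium with 30 symbols, 24 of these measured, was added after the values were seen. Where a gene has several probesets, the one with the highest mean stands for it. Lists of at least 3 genes were tested with camera with a preset correlation of 0.01 and again with the estimated correlation.

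For sex, genes to name were drawn from the 10 with the largest significant log2 difference in each direction. For breed and tissue they were drawn from the 10 with the largest moderated F. Not all of these are named in the text. The rule also took in the genes the paper names, and of each list the 2 to 4 called members with the highest mean. Genes outside this rule, such as those named by their rank in SDzbreed or z-score or from single arrays, were chosen after their values were seen. Of these, DDX39B and SLC2A5 are marked so in the text, and most others are not. Comparisons, alternatives, gene lists of the cell types and the rule for naming genes were set before the data were examined, apart from the z-scores printed in the paper, which had been read. Alternatives marked as chosen after seeing the values, and the tests of single arrays, were added later.

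Tested on simulated data, limma recovered 47 of 67 probesets shifted by 1 log2 between the sexes in the adenohypophysis, and 7.46% of those shifted by 1 log2 between breeds in the testes. For a true ratio of 0.01 the fit gave 0.0102 in testes and 0.0104 in ovaries. Camera called a list of 14 genes shifted by 1 log2, and 3 of 100 random lists without a shift. In the real data the correlation estimated between the gonads was 0.887 for the oocyte list and 0.620 for the spermatid list. Random lists need not be so correlated, so that the 3 of 100 is no measure of false calls among the real lists. At a distance of 0.5, 4 of 4 simulated modules were recovered. The tools were Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1, statmod 1.5.0 and data.table 1.17.8.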

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

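The tests of degraded RNA, of tract tissue and of a breed difference for the ovary IBF25, all tests of the backfat of YLM19 and the exact splits of the testes were chosen only after the result was seen. Lists were compared in 612 groups of arrays, of which 61 held an array apart where chance marks about 1 in 20 groups, that is 30.6, and single genes in 304 groups, of which 36 did and 15.2 were expected. Given below are those with a gap of at least 1 log2, a limit chosen after the values were seen.

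The gonad array of the Iberian female IBF25 lacked the genes of oocyte and follicle. Its oocyte list was at log2 2.74 (other 6 ovaries 7.76 to 9.79, testes 2.52 to 2.67) and its granulosa list at 3.94. Degraded RNA is excluded, since its smooth muscle list was at 10.10 where the others lay between 8.49 and 9.00, and its ribosomal protein list was at 13.29, within the 13.08 to 13.36 of the others, although its share of probesets at log2 4 or more was the lowest, with 57.11% against 57.28% to 58.14%. It correlated most with the other ovaries (r = 0.9233), but the thyroid gland was next with 0.9193, a margin too small to decide. Thyroid arrays had r of 0.9856 or more with the others of their tissue, which argues against an unmixed thyroid array. With hypothalamus, adenohypophysis, backfat and testes its r was at most 0.8912, where the arrays of each had 0.9278 or more. Its r with the ovaries is also below the 0.979 to 0.988 of the other ovaries, and a mixture with another tissue was not tested. A difference of Iberian ovaries is excluded, since the other Iberian ovary had 8.15 on the oocyte list. Tissue of the reproductive tract without cortex cannot be told apart from other causes: the tract list was at 9.51 against 3.29 to 7.88 in the other ovaries, and 20 of 24 tract genes, such as KRT8, EPCAM and WFDC2, were above all of these.

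In backfat of the Youli male YLM19 the genes of striated muscle were at 12.97, where the other Youli animals lay between 3.66 and 3.89. That 96.67% of the muscle genes were above all other 15 backfats restates the observation and is no test of its cause. The adipocyte list was at 7.84, below the 8.75 to 9.97 of the others, which fits skeletal muscle in the piece of tissue. A difference of Youli backfat is excluded, since the highest of the other Youli animals was 3.89, below the 5.06 of the highest Large White animal.

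The same backfat array carried transcripts of sperm, with PRM1 at 7.55 and LDHC at 7.85, where the testis of this animal had 12.03 and 11.36. Of 11 germ cell genes high in the testis of this animal and low in the other backfats, 100.0% lay above all other backfats, which restates the observation and is no test of its cause, so that the source of these transcripts is left open. Whether RNA of the whole testis was in it cannot be told apart, since only 3 Leydig and Sertoli genes could be used, with a median of testis minus backfat of 7.70 against 5.05 for the germ cell genes.

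Other lists apart were, in the hypothalamus, adenohypophysis hormones in DUF13 (5.59, other Durocs 4.11 to 4.35), neuropeptides in YLM18 (5.13, others 7.30 to 7.33) and immunoglobulins in IBM23 (4.62, others 2.97 to 3.05). In the thyroid gland they were adipocyte genes in DUM12 (6.50, others 4.83 to 5.03) and in YLM20 (6.02, others 4.31 to 4.51), and collagens in DUM12 (9.41, others 7.57 to 7.81). In backfat of YLM19 the meiosis list was at 4.74, spermatids at 5.34, myogenesis regulators at 7.33 and glycogen metabolism at 9.21, striated muscle was at 5.06 in LWF06, and adenohypophysis hormones were at 3.73 in YLM20. In the ovary IBF25 the Sertoli list was at 4.41 and the gonadal development list at 2.17.

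Single genes apart in IBF25 were DPPA5 (1.97), FST (2.22), HSD17B1 (2.88), NANOS1 (4.47), KPNA7 (3.24), LOC100510975 (6.87), ZP3 (2.22), ZP4 (2.71), AMH (1.69) and GATA4 (2.12), all below the other 6 ovaries. In the other Iberian ovary, IBF22, LOC100623656 was at 8.13 and CYP17A1 at 7.70, above the others, and ATP2A2 was at 4.42 in the ovary of YLF21. In the adenohypophysis HYAL3 was at 4.08 in YLF21 and RAB27B at 8.82 in LWF06 among females, and FGF12 at 5.73 in LWM02 among males. OPTC was at 3.22 in the testis of YLM19 and LOC100738720 at 4.68 in the thyroid gland of IBM23.

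Beyond the comparisons of the paper, 6072 probesets had a sex difference in gonads other than in the rest of the tissues, and 49 a breed by sex interaction in gonads. The interaction count ranged from 28 to 1665 when 1 animal was left out, and was 0 by limma with dim probesets left out (1318 at an unadjusted p under 0.05). The difference between the breed ratios of testes and ovaries had an exact permutation p of 0.0460 when breed labels were permuted within each sex, which is a test of no breed effect in either and not of equal ratios, so that whether the ratios differ was not tested. Without IBF22 that of the ovaries was 0.0376 and without IBF25 0.0142, above the 0.0100 of the testes. FSHB in the adenohypophysis, which the text and tables of the paper do not name, had a difference of males from females of -4.52.

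The 14 limma counts given here were compared with random splits of the arrays, without a correction for the number of comparisons. Where 1 of 100 splits is given, no other split reached the real count. Where 2 or 3 are given, at least 1 other split did, so that chance is not excluded for the size of these counts. The counts for breed in testes, breed in ovaries and the interaction in gonads were not tested in this way. For sex, as many probesets as the real number were found in 1 of 100 splits in the hypothalamus (16, highest other 2), 1 in the adenohypophysis (120, other 4), 2 in the thyroid gland (19, other 37), 1 in the gonads (6781, other 2708), 3 in backfat (12, other 130), 2 for all tissues (1315, other 1403) and 1 for gonads against other tissues (6072, other 3433), the real split being among these. For breed it was 1 in the hypothalamus (41, other 9), 2 in the adenohypophysis (72, other 84), 1 in the thyroid gland (138, other 25), 1 in backfat (196, other 10), 2 in the gonads (12, other 15) and 1 for all tissues (312, other 5), and for tissue 1 (22558, other 2643). The split of backfat that called 130 probesets where sex called 12 points to a structure of the samples other than sex, which was not tested. For the variance ratio in the testes chance cannot be excluded: 102 of 1260 splits were as large, the highest at 0.0170.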

How the results depend on the processing

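All alternatives below were planned except the tests chosen only after the result was seen: the correlations without the probesets past the FDR in all 5 tissues, the Spearman correlations, the modules at a distance of 0.5 and the removal of replicates 19 and 25 in permutations and modules. Limits are the number of arrays, with 4 animals per breed, 2 or 3 testes and 1 or 2 ovaries per breed, 1 Youli female, and thyroid labels in conflict. Where a value changed, the cause was not tested. Quantile normalization kept all ratios, z-score means, correlations and tree heights and 14 of 16 limma counts. Leaving dim probesets out kept 13 of 17 limma counts and 8 of 8 tree heights, and raised the probeset × tissue, breed and sex ratios, except the breed ratio of the ovaries, which was 6.9e-12. The intensity trend kept 14 of 17 counts, no covariate 9 of 12, one-sided FDR 6 of 6, and the estimated correlation 5 of 11 list calls. Of 224 genes and comparisons with 4508 values under an alternative, 4164 were unchanged, 336 weaker, 4 stronger and 4 reversed, with 28 of the weaker ones without YLF21.

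With dim probesets left out, the probeset ratio was 0.692 for all tissues. The probeset × tissue ratio was 0.245 for all tissues, 0.261 for males, 0.253 for females, 0.247 for Large White, 0.257 for Duroc, 0.254 for Youli and 0.230 for Iberian. The probeset × breed ratio was 0.00563 for all tissues, 0.00713 for males, 0.00640 for females, 0.00853 for hypothalamus, 0.00828 for adenohypophysis, 0.0108 for thyroid gland, 0.00888 for gonads, 0.0135 for backfat and 0.0288 for testes. The probeset × sex ratio was 0.00787 for all tissues, 0.00882 for Large White, 0.00930 for Duroc, 0.00882 for Youli, 0.00688 for Iberian, 0.00127 for hypothalamus, 0.00897 for adenohypophysis, 0.00457 for thyroid gland, 0.141 for gonads and 0.00282 for backfat. The count by limma was 4 for breed in testes, 0 for breed in ovaries, 0 for the interaction in gonads and 13933 for tissue. The mean absolute sex z-score was 1.32 for all tissues, 0.710 for adenohypophysis and 2.40 for gonads. The mean absolute sex z-score over the 100 largest was 14.6 for all tissues and 9.87 for adenohypophysis. The mean SDzbreed was 0.948 for all tissues. The mean SDzbreed over the 100 largest was 5.64 for all tissues and 3.94 for thyroid gland. The count past the FDR was 202 for adenohypophysis. R over all probesets was 0.716 for all tissues and hypothalamus, 0.707 for all tissues and adenohypophysis, 0.710 for all tissues and thyroid gland, 0.762 for all tissues and gonads, 0.697 for all tissues and backfat, 0.669 for hypothalamus and adenohypophysis, 0.727 for hypothalamus and thyroid gland, 0.224 for hypothalamus and gonads, 0.669 for hypothalamus and backfat, 0.662 for adenohypophysis and thyroid gland, 0.226 for adenohypophysis and gonads, 0.610 for adenohypophysis and backfat, 0.197 for thyroid gland and gonads, 0.680 for thyroid gland and backfat and 0.216 for gonads and backfat. R over the 100 largest was 0.952 for all tissues and hypothalamus, 0.952 for all tissues and adenohypophysis, 0.957 for all tissues and thyroid gland, 0.787 for all tissues and gonads, 0.946 for all tissues and backfat, 0.987 for hypothalamus and thyroid gland, 0.575 for hypothalamus and gonads, 0.593 for adenohypophysis and gonads, 0.961 for adenohypophysis and backfat, 0.585 for thyroid gland and gonads and 0.563 for gonads and backfat. R of sex and breed variation was 0.334.

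With thyroid labels from the breed and sex fields, the probeset × breed ratio was 0.00159 for all tissues and 8.4e-05 for thyroid gland. The probeset × sex ratio was 0.00295 for all tissues and 2.1e-04 for thyroid gland. The count by limma was 0 for sex in thyroid gland and 0 for breed in thyroid gland. The mean absolute sex z-score over the 100 largest was 15.3 for all tissues and 1.74 for thyroid gland. The mean SDzbreed was 0.686 for all tissues and 0.0837 for thyroid gland. The mean SDzbreed over the 100 largest was 5.34 for all tissues and 0.870 for thyroid gland. The count past the FDR was 0 for thyroid gland. The mean absolute sex z-score was 0.174 for thyroid gland. R over all probesets was 0.497 for all tissues and adenohypophysis, 0.230 for all tissues and thyroid gland, 0.864 for all tissues and gonads, 0.476 for all tissues and backfat, 0.0910 for hypothalamus and thyroid gland, 0.0689 for adenohypophysis and thyroid gland, 0.0348 for thyroid gland and gonads and 0.0253 for thyroid gland and backfat. R over the 100 largest was 0.836 for all tissues and hypothalamus, 0.835 for all tissues and adenohypophysis, 0.0698 for all tissues and thyroid gland, 0.8289 for all tissues and gonads, 0.834 for all tissues and backfat, -0.0249 for hypothalamus and thyroid gland (reversed), -0.0841 for adenohypophysis and thyroid gland (reversed), 0.103 for thyroid gland and gonads and -0.0359 for thyroid gland and backfat (reversed). The height of the tree was 1.39 for thyroid gland. The sex difference in the thyroid gland was reversed to log2 -0.64 for LOC396706, -0.94 for EIF1AY, 0.0386 for TXLNG and 0.11 for KDM6A.

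Without the thyroid gland, the count by limma was 1974 for sex in all tissues.

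With the animal as a random replicate block, the count by limma was 320 for sex in all tissues and 3148 for breed in all tissues. This fit took the tissues of an animal as nearly independent (consensus correlation 0.0504), so that the 3148 rests on more replicates than there were animals.

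With no covariate, the count by limma was 79 for breed in hypothalamus, 298 for breed in backfat and 3 for breed in gonads.

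With an intensity trend in eBayes, the count by limma was 6 for breed in gonads, 4 for breed in testes and 15 for breed in ovaries.

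After quantile normalization within tissue, the count by limma was 1 for breed in testes and 90 for the interaction in gonads.

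Without the probesets past the FDR for sex in all 5 tissues, chosen after seeing the values, r over all probesets was 0.241 for all tissues and hypothalamus, 0.313 for all tissues and adenohypophysis, 0.284 for all tissues and thyroid gland, 0.908 for all tissues and gonads, 0.277 for all tissues and backfat, 0.155 for hypothalamus and adenohypophysis, 0.196 for hypothalamus and thyroid gland, 0.0212 for hypothalamus and gonads, 0.121 for hypothalamus and backfat, 0.167 for adenohypophysis and thyroid gland, 0.0458 for adenohypophysis and gonads, 0.100 for adenohypophysis and backfat, 0.0269 for thyroid gland and gonads, 0.168 for thyroid gland and backfat and 0.0384 for gonads and backfat.

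With Spearman rho, chosen after seeing the values, r over all probesets was 0.242 for all tissues and hypothalamus, 0.288 for all tissues and adenohypophysis, 0.257 for all tissues and thyroid gland, 0.299 for all tissues and backfat, 0.127 for hypothalamus and adenohypophysis, 0.0799 for hypothalamus and thyroid gland, 0.0355 for hypothalamus and gonads, 0.0683 for hypothalamus and backfat, 0.132 for adenohypophysis and thyroid gland, 0.0425 for adenohypophysis and gonads, 0.0908 for adenohypophysis and backfat, 0.0145 for thyroid gland and gonads, 0.128 for thyroid gland and backfat and 0.0786 for gonads and backfat.

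Without Y-linked and X-inactivation probesets, r over the 100 largest was 0.770 for all tissues and gonads.

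With the moderated F as ranking, the number among the 200 largest in at least 4 tissues was 15.

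Divided at a distance of 0.5, chosen after seeing the values, the number in the 5 largest modules was 4966 for all tissues, 3888 for hypothalamus, 3928 for adenohypophysis, 2884 for thyroid gland, 7246 for gonads, 3732 for backfat, 7218 for testes and 7462 for ovaries. The largest module was 2146 for gonads.

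With values permuted over the arrays, the number in the 5 largest modules was 398 for all tissues, 4381 for hypothalamus, 4574 for adenohypophysis, 3921 for thyroid gland, 5544 for gonads and 4819 for backfat. The largest module was 1228 for gonads.

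With the estimated correlation, the camera p was 0.0870 for oocyte (sex in gonads), 0.138 for Leydig cells and steroidogenesis (sex in gonads), 0.0763 for collagens and extracellular matrix (sex in gonads), 0.193 for spermatids and sperm (breed in testes Youli), 0.101 for Leydig cells and steroidogenesis (breed in testes Iberian) and 0.437 for striated muscle (breed in backfat Youli).

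When 1 animal was left out, the probeset × sex ratio ranged from 0.00395 to 0.00521 for Large White, 0.00320 to 0.00418 for Youli and 0.00268 to 0.00500 for Iberian. The probeset × breed ratio ranged from 1.8e-12 to 0.0376 for ovaries. The count by limma ranged from 77 to 121 for sex in adenohypophysis, 869 to 1424 for sex in all tissues, 20 to 66 for breed in hypothalamus, 40 to 178 for breed in adenohypophysis, 56 to 424 for breed in thyroid gland, 48 to 414 for breed in backfat, 4 to 22 for breed in gonads, 0 to 14 for breed in testes, 0 to 458 for breed in ovaries, 147 to 584 for breed in all tissues and 28 to 1665 for the interaction in gonads. The mean absolute sex z-score over the 100 largest ranged from 16.0 to 17.7 for all tissues. The count past the FDR ranged from 21 to 53 for thyroid gland and 9 to 35 for backfat. The mean SDzbreed ranged from 4.3e-06 to 0.787 for ovaries. The height of the tree ranged from 1.495 to 1.72 for testes and 1.43 to 1.54 for ovaries. The camera p of striated muscle in Youli backfat ranged from 2.3e-06 to 0.0297, the latter reversed and without YLM19.

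Without replicate 19, 15 of 105 exact permutations of the testes reached the ratio of 0.00706 (p = 0.143), and without replicate 25, 3 of 45 of the ovaries reached 0.0142 (p = 0.0667). With Large White, Duroc and Iberian animals only, the exact p was 0.0667 in testes, the smallest possible, 0.600 in ovaries and 0.0311 for their difference.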

Differences from the paper's values

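The tests chosen only after the result was seen are the correlations without 11 probesets, the Spearman correlations, the modules at a distance of 0.5 and the matching of probesets to the paper's tables by z-score. Of 146 values of the paper compared, 81 did not differ and 65 did. The 65 include values of single genes from the paper's tables, which were looked up by gene name in the annotation used here. For most of these the probeset compared was not the one that matched the paper's entry by z-score, as described below. For such genes the count may set different probesets side by side, so that it is no measure of how far the paper's values recurred.

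The probeset × breed ratio in ovaries was 1.3e-04, the paper's 0.0007. It is counted as differing by its size relative to the paper's alone, since it is a leading value of the paper, but with a jackknife SE of 0.031 and values from 1.8e-12 to 0.0376 without 1 animal no difference can be claimed. Of the alternatives set before the data were examined, Large White, Duroc and Iberian animals only (6.4e-04) reached the paper's value, and the removal of dim probesets, quantile normalization and leaving out an animal did not. The mean absolute sex z-score over the 100 largest in the thyroid gland was 5.89, the paper's 3.82. Among alternatives set before the data were examined, leaving out dim probesets (5.20) and 9 of 16 removals of an animal fell within the error, and quantile normalization and labels from the fields did not. Past the FDR in the hypothalamus were 11 probesets, the paper's number 0, and no alternative set before the data were examined reached it. In backfat there were 12, the paper's number 0, counted above as not differing because the jackknife SE was 22.45, and no alternative reached 0 there either (12 or 13, and 9 to 35 without 1 animal). The number of probesets among the 200 largest in at least 4 tissues was 29, the paper's 19. Of the alternatives set before the data were examined, dim probesets left out (28), labels from the fields (24), the moderated F as ranking (15) and 13 of 16 removals of an animal fell within the error, and quantile normalization (30) did not.

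The mean SDzbreed over all probesets was 0.532 in the hypothalamus (the paper's 0.25), 0.619 in the adenohypophysis (the paper's 0.38) and 0.433 in the gonads (the paper's 1.86), and over the 100 largest 4.45 in the hypothalamus (the paper's 2.34) and 3.28 in the gonads (the paper's 13.56). None of the alternatives set before the data were examined reached these, apart from 5 of 16 removals of an animal for the adenohypophysis. In the gonads of both sexes it was below that of the testes here and above it in the paper.

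Sex z-scores correlated more between tissues over all probesets: 0.542 against the paper's 0.24 (all tissues and hypothalamus), 0.545 against the paper's 0.43 (all tissues and adenohypophysis), 0.560 against the paper's 0.38 (all tissues and thyroid gland), 0.535 against the paper's 0.33 (all tissues and backfat), 0.486 against the paper's 0.16 (hypothalamus and adenohypophysis), 0.560 against the paper's 0.19 (hypothalamus and thyroid gland), 0.126 against the paper's 0.03 (hypothalamus and gonads), 0.488 against the paper's 0.12 (hypothalamus and backfat), 0.486 against the paper's 0.24 (adenohypophysis and thyroid gland), 0.131 against the paper's 0.09 (adenohypophysis and gonads), 0.418 against the paper's 0.15 (adenohypophysis and backfat), 0.128 against the paper's 0.06 (thyroid gland and gonads), 0.505 against the paper's 0.20 (thyroid gland and backfat) and 0.129 against the paper's 0.07 (gonads and backfat). Set before the data were examined, the alternative of thyroid labels from the fields gave 0.0348 for thyroid gland and gonads, within the paper's error, and removal of 1 of 16 animals did so for that pair and for gonads and backfat, while none reached the paper's value for the other pairs. Without the 11 probesets past the FDR in all 5 tissues, chosen after seeing the values, r came near the paper's, for example 0.241 for all tissues and hypothalamus and 0.155 for hypothalamus and adenohypophysis. With Spearman rho, also chosen after seeing the values, these were 0.242 and 0.127.

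Over the 100 largest probesets r was 0.893 against the paper's 0.79 (all tissues and hypothalamus), 0.894 against the paper's 0.86 (all tissues and adenohypophysis), 0.893 against the paper's 0.85 (all tissues and thyroid gland), 0.895 against the paper's 0.81 (all tissues and backfat), 0.971 against the paper's 0.85 (hypothalamus and adenohypophysis), 0.976 against the paper's 0.84 (hypothalamus and thyroid gland), 0.407 against the paper's 0.47 (hypothalamus and gonads), 0.982 against the paper's 0.80 (hypothalamus and backfat), 0.977 against the paper's 0.93 (adenohypophysis and thyroid gland), 0.973 against the paper's 0.88 (adenohypophysis and backfat) and 0.984 against the paper's 0.88 (thyroid gland and backfat). No alternative set before the data were examined reached the paper's values.

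The sex z-score of FST in the gonads was -27.2, the paper's -16.7. Of the alternatives set before the data were examined, dim probesets left out (-24.2) and 11 of 16 removals of an animal fell within the error, quantile normalization (-27.4) did not, and the other FST probeset had -17.2.

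For genes of Table 7 found by name, SDzbreed in the testes and the sex z-score in the gonads were 0.0413 and 0.0796 for CRISP1 (the paper's 8.5 and 14.7), 0.234 and 0.284 for CASP8 (the paper's 7.3 and 16.3), 0.193 and 3.08 for CCDC71 (the paper's 7.0 and 14.2), 2.86 and 4.48 for PAQR7 (the paper's 5.8 and 9.0), and 0.533 and 0.864 for the probeset the paper gives without a gene (the paper's 5.7 and 3.9). No alternative set before the data were examined reached these values.

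For genes of Table 5 found by name, compared for the breed with the largest z-score in the paper and for sex, LYST had 0.133 for Iberian (the paper's -20.7) and 0.327 for sex (the paper's 8.4), PEMT -0.603 for Large White (the paper's 18.4), HNRNPH2 -1.35 for Youli (the paper's -11.7) and 0.500 for sex (the paper's 4.8) with -12.1 and -4.72 at its other probeset, ROCK1 -0.442 for Youli (the paper's 14.4) and -0.0732 for sex (the paper's -5.7), and FZD4 1.07 for Large White (the paper's -14.2) and -0.494 for sex (the paper's 2.0). OPTC had -0.0422 for Iberian (the paper's -4.0) and 0.224 for sex (the paper's 3.1), LITAF -2.09 for Youli (the paper's -7.9) and -2.47 for sex (the paper's 7.7) with -7.95 and -7.75 at its other probeset, APLP2 4.92 for Youli (the paper's 14.4) and -0.179 for sex (the paper's 2.3), and TLK2 0.0626 for Large White (the paper's 12.6) and 0.434 for sex (the paper's 2.9). Of the alternatives set before the data were examined, labels from the fields (1.25) and 7 of 16 removals of an animal fell within the error for the sex z-score of APLP2, 1 of 16 removals did so for that of FZD4, and none did for the others.

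Read by eye from figures, the smallest distance between breeds in the hypothalamus is about 0.42 in the paper (Fig. 1, read by eye) and was 1.05 here, and the height of that tree is about 0.73 (Fig. 1, read by eye) and was 1.39 here. The largest module of the gonads of both sexes holds about 570 probesets in the paper (Fig. 2, read by eye) and held 5719 here, and 2146 at a distance of 0.5, chosen after seeing the values. Set before the data were examined, division at 95% of the tree height gave 6404 and permuted values 1228, and none of these or the others reached the paper's values of either figure.

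Probesets were also matched to the rows of Table 5 by their breed z-scores, and to those of Table 7 by SDzbreed and the sex z-score. This matching was chosen after seeing the values. The sex z-score did not enter the distances for Table 5, such as the 0.052 of LITAF. All 19 entries of Table 5 had a probeset within a distance of 1, and 16 of these were among the 29 found here, but of 9 names found in the annotation only 2 sat on the matching probeset. The entry the paper calls LYST matched the probeset annotated as DDX39B. For 11 of the 19 the sex z-score of the match was below 0, whereas the paper prints a negative one for 1 only, ROCK1. Apart from the sign the sizes were near, such as -7.75 and the paper's 7.7 for the entry LITAF, and -2.90 and 2.9 for TLK2. The paper reads its values as signed, since it describes all genes of that table but ROCK1 as overexpressed in males. Why the signs differ was not tested. For Table 7, 15 of 15 entries matched the 15 largest here, and 5 carried the same name. A first matching gave fewer, and the one used, which takes its scale from the 15 largest here, replaced it after that result was seen. The entry the paper calls PHKA1 matched the probeset annotated as CRISP2, a sperm protein. No probeset carried the name PHKA1 in the annotation used, so that the kinase itself could not be compared.

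The paper's text places the sex ratio outside the gonads lower than its own Table 1 does for the adenohypophysis, and the value here is near that of the table. The paper ranks the gonads of both sexes lowest in connectivity. With the modules as planned this could not be compared, since nearly all probesets fell into the largest modules in each data set. At a distance of 0.5, chosen after seeing the values, counts depend on the number of arrays, so that 7 arrays were drawn at random. The 5 largest modules then held a median of 8940 probesets (SD 670 over 20 draws) in the gonads of both sexes. The median was 8163 (SD 437) in the testes and 8061 (SD 1356) over all tissues, and the 7 ovaries had 7462. Medians of the other tissues were lower. The gonads of both sexes thus ranked highest there, although the draws overlapped. AMH, with a sex z-score of 6.87 near the paper's 6.7, did not pass the limma test with all animals.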

Other observations

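The tests proposed here for FSHB and DDX39B were chosen only after the result was seen. The test of the spermatid covariate was planned.

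Of 22 lipogenesis and adipocyte genes, 4 were higher in testes and 4 in ovaries, and 8 adjusted over the list alone, where 6781 of all 23999 probesets differed between the gonads. As a list they did not pass by camera (p = 0.391; p = 0.366 with an estimated correlation). The desaturase SCD was higher in testes by log2 3.18 (SE 0.34, adjusted p = 2.6e-05 from limma), the fatty acid synthase FASN by 2.09 (SE 0.18) and the lipid droplet protein CIDEA by 4.67 (SE 0.19), while the elongase ELOVL6 had a difference of -5.31 (SE 0.80). Of 15 immediate early and heat shock genes, 8 differed, 6 of these higher in ovaries, such as EGR1 with a difference of -1.98 (SE 0.48), and 8 adjusted over the list alone. Of 24 ribosomal protein genes 5 differed, and 4 adjusted over the list alone, such as RPS4X, higher in testes by 0.28 (adjusted p = 0.0236 from limma), which passed in 12 of 16 removals of an animal, with 0.0520 without DUF13. Of 14 adenohypophysis genes 1 differed between the gonads, GATA2, higher in ovaries (-0.87, SE 0.30, adjusted p = 0.0465), which passed in 4 of 16 removals of an animal, with 0.0983 without LWF06. Of 14 neuropeptide genes 1 did, TRH, higher in testes (1.04, SE 0.33, adjusted p = 0.0326), which passed in 9 of 16 removals, with 0.0716 without LWF06. For both lists 0 passed adjusted over the list alone by limma (1 and 2 at an unadjusted p under 0.05). Between the gonads 0 of 8 thyroid, 0 of 8 parathyroid and thymus, 0 of 8 immunoglobulin and 0 of 5 red blood cell genes differed by limma, and 0 of each adjusted over the list alone (0, 1, 1 and 1 at an unadjusted p under 0.05).

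Between breeds, ribosomal protein genes were lower in Iberian thyroids (median -0.14, camera p = 6.9e-09; p = 0.0363 with an estimated correlation), with 0 of 24 past limma over all probesets and 4 adjusted over the list alone (9 unadjusted). In the sexes, genes of antigen presentation were higher in the hypothalamus of males by camera with the preset correlation (p = 3.5e-06; p = 0.0968 with an estimated correlation), with 0 of 17 past limma (2 unadjusted), and the male IBM23 stood apart there on immunoglobulin and lymphocyte genes. Genes of parathyroid and thymus were higher in the thyroid gland of males by camera (p = 9.6e-04; p = 0.0202 with an estimated correlation), with 0 of 8 past limma (0 unadjusted). With the preset correlation so were, by camera, the lists of collagens (p = 4.5e-04; p = 0.200 with an estimated correlation) and smooth muscle (p = 0.0045; p = 0.0823). By camera so were striated muscle (p = 0.0047; p = 0.202 with an estimated correlation) and adipocyte genes (p = 0.0082; p = 0.332). Interferon response, adenohypophysis hormone and immunoglobulin lists were also higher by camera with the preset correlation only (adjusted p = 0.0096, 0.0164 and 0.0282). The granulosa list was higher by camera with the preset correlation (adjusted p = 0.0492) and, unadjusted, with the estimated one (p = 0.0298). The males DUM12 and YLM20 stood apart on adipocyte genes, so that other tissue in the pieces is not excluded. Immediate early and heat shock genes were higher in the Duroc adenohypophysis (p = 9.8e-04; p = 0.0447 with an estimated correlation) and in the thyroid gland of males (p = 0.0098; p = 0.0186). How the pieces of tissue were taken was not tested.

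A hypothesis is that the stage of spermatogenesis of single boars, more than breed, sets the breed variation of the testes. With the mean of the spermatid list as covariate the probeset × breed ratio was 0.00399, where it was 0.0100 without, and with the other 30 lists in its place the median was 0.00578. With 6 of these it fell further, to 1.8e-12 with interferon response, 0.00298 with Sertoli, 0.00305 with striated muscle and 0.00362 with neuropeptide genes. The others were the Table 7 genes (0.00363), which include sperm genes such as PRM1, and meiosis genes (0.00366). Since lists without germ cell genes also lowered the ratio, the fall is not particular to spermatids. The value of 0.00399 lies between those set for a yes and a no, so that the explanation cannot be told apart from a breed difference. In Youli pigs YLM18 was at 3.96 on the spermatid list and the others at 8.66 and 9.68, and in Large White pigs LWM04 was at 4.40 and LWM02 at 7.73. A test is histology or a count of spermatids in testes of several boars of each breed at the same age and weight, with arrays of the same pieces. If stage is the cause, breed differences in sperm genes vanish between boars of equal stage.

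Another hypothesis is that FSHB in the adenohypophysis differs between the sexes because inhibin from the testis holds it down in males. FSHB was lower in males in each removal of an animal, with an adjusted p of at most 0.0064 from limma. Entire and castrated males with and without inhibin, with FSHB measured by PCR, would test it, and the explanation was not tested here.

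A further hypothesis is that the low DDX39B signal of Iberian pigs and of the Duroc female DUF13 in every tissue comes from a variant under the probes or near the gene. Sequencing of the probe region in these animals, and PCR with primers outside it, would separate a change of the transcript from a change of binding, and the explanation was not tested here.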
